# Transcriptomic profiling highlights cell proliferation in the progression of experimental pulmonary hypertension in rats

**DOI:** 10.1038/s41598-024-64251-w

**Published:** 2024-06-18

**Authors:** Ang Luo, Rongrong Hao, Xia Zhou, Yangfan Jia, Changlei Bao, Lei Yang, Lirong Zhou, Chenxin Gu, Ankit A. Desai, Haiyang Tang, Ai-ai Chu

**Keywords:** Pulmonary arterial hypertension, RNA sequencing, Cell proliferation, Systems biology, Biomarkers, Diseases, Molecular medicine

## Abstract

Pulmonary arterial hypertension (PAH) is a progressive disease characterized by pulmonary vascular remolding and occlusion, leading to the elevated pulmonary arterial pressures, right ventricular hypertrophy, and eventual heart failure if left untreated. Understanding the molecular mechanisms underlying the development and progression of pulmonary hypertension (PH) is crucial for devising efficient therapeutic approaches for the disease. Lung homogenates were collected weekly and underwent RNA-sequencing in the monocrotaline (MCT)-induced PH rat model to explore genes associated with PH progression. Statistical analyses revealed 1038, 1244, and 3125 significantly altered genes (P < 0.05, abs (log_2_fold change) > log_2_1.5) between control and MCT-exposed rats during the first, second, and third week, respectively. Pathway enrichment analyses revealed involvement of cell cycle and innate immune system for the upregulated genes, GPCR and VEGF signaling for the downregulated genes. Furthermore, qRT-PCR validated upregulation of representative genes associated with cell cycle including *Cdc25c* (cell division cycle 25C), *Cdc45, Top2a* (topoisomerase IIα), *Ccna2* (cyclin A2) and *Ccnb1* (cyclin B1). Western blot and immunofluorescence analysis confirmed increases in PCNA, Ccna2, Top2a, along with other proliferation markers in the lung tissue of MCT-treated rats. In summary, RNA sequencing data highlights the significance of cell proliferation in progression of rodent PH.

## Introduction

Pulmonary hypertension (PH) encompasses a group of diseases characterized by a mean pulmonary arterial pressure exceeding 20 mmHg at rest in patients^1^. Based on pathophysiological mechanisms, PH is classified into five groups, including Group 1 pulmonary arterial hypertension (PAH), Group 2 PH due to left heart disease, Group 3 hypoxia or lung disease induced PH, Group 4 chronic thromboembolic disease, and Group 5 PH which is a collection of miscellaneous disease-associated conditions^1^. The pathological hallmarks of Group 1, PAH, including arterial intimal thickening, medial hypertrophy, and plexiform lesions^2^, are closely associated with enhanced proliferation and reduced apoptosis of pulmonary arterial smooth muscle, epithelial, and fibroblast cells^3^.

The elevated pulmonary arterial resistance (PVR) in PH leads to right ventricle hypertrophy and can culminate in right heart failure, a major cause of death in PAH patients ^3^. Understanding the intricated molecular mechanism driving PVR and PH progression is essential for advancing diagnostic and therapeutic strategies for the diseases. Prior research has highlighted various signaling pathways and key genes in the development of PH, including the transforming growth factor beta pathway^4,5^, hypoxia-induced factors^6,7^, protein kinase B (AKT)^8^/mammalian target of rapamycin (mTOR) complex^9–11^ and fructose-2,6-bisphosphatase 3^12^. However, given the complexity of PAH, a longitudinal approach beyond cross-sectional or single timepoint investigations can be helpful to elucidate disease progression. High throughput RNA-sequencing (RNA-seq) offers a powerful avenue for genome-wide exploration of genes associated with PH progression^13^. Previous studies identified potential therapeutic targets like ADGRG6 (Adhesion G Protein-Coupled Receptor G6), through the use of RNA-seq^14^ and highlighted upregulated genes such as Kng1(kininogen 1) and Fgg (fibrinogen gamma chain) in lung tissues from PH rats using single time point approaches^15^.

In this study, we performed serial RNA-seq to analyze the transcriptome of the lung tissue from rats treated with monocrotaline (MCT)^16^ at 1, 2 and 3 weeks, identifying 1038, 1244, and 3125 significantly changed genes (P < 0.05, abs(log_2_fold change) > log_2_1.5) respectively at each time point. Pathway enrichment analysis revealed functional associations with pathways such as cell cycle, innate immune system, and G protein coupled receptor (GPCR) signaling. Furthermore, validation via qRT-PCR, Western blot, and immunofluorescence analysis corroborated the increases in cell proliferation markers in lungs from MCT-treated rats. This transcriptomic profiling highlights enhanced cell proliferation during rodent PH progression, providing insights into potential therapeutic targets for PH.

## Results

### Transcriptomic analysis of lung tissues from pulmonary arterial hypertension model rats

Rats underwent treatment with MCT or vehicle for one, two- or three-weeks duration. At each time point, the rats were characterized for PH phenotypes including right ventricular systolic pressure (RVSP) lung histology, and RNA/protein isolation (Fig. 1A). The bar graph illustrates that MCT treatment for one week (Week-1) did not significantly affect RVSP. In contrast, MCT treatment for two (Week-2) or three (Week-3) weeks significantly increased RVSP (Fig. 1B). This pattern corresponded with an observable increase in pulmonary arterial wall thickness in rats treated with MCT for two or three weeks compared to control rats (Fig. 1C). These results indicated the successful establishment of the MCT-induced PH rat model.

**Figure 1:**
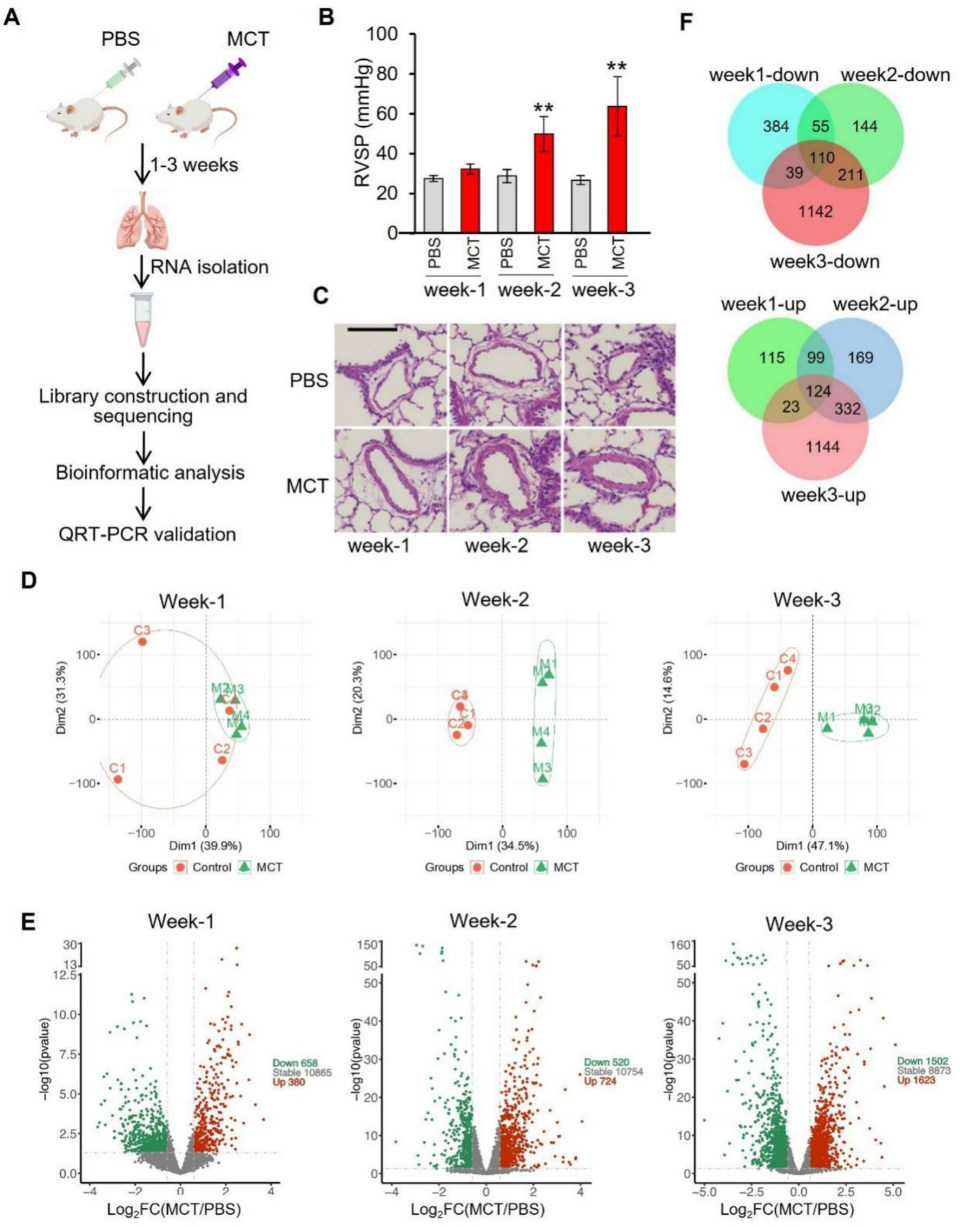
RNA-sequencing analysis revealed differentially expressed genes between MCT rats and control rats. (**A**) Schematic overview of the experimental workflow. (**B**) Right ventricular systolic pressure (RVSP) of the rats were measured by heart catheterization. Results represent mean ± SD, ** P < 0.01, n = 4. (**C**) Representative HE staining images of lung sections from rats treated with MCT or PBS buffer. Scale bar = 100 μm. (**D**) Principal component analysis of RNA-sequencing data. (**E**) Volcano plots showing differentially expressed genes between rats treated with MCT and PBS. (**F**) Venn diagrams showing the number of significantly changed genes shared by rats treated with MCT for different time periods. Week 1-down indicates genes significantly downregulated in the lung tissue of rats treated with MCT for one week.

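Lung RNA was sequenced from male Sprague-Dawley rats that had received monocrotaline (MCT), a plant alkaloid that injures the lung endothelium, at 50 mg per kg, or PBS buffer. Lungs were taken after 1, 2 or 3 weeks (days 7, 14 and 21) from 4 MCT rats and 4 PBS rats each time. The 24 libraries fall into 6 groups of 4 rats, and every week has its own PBS rats. The lungs had been perfused to remove blood before RNA was extracted, and the libraries were built from poly-A RNA with a kit that keeps the strand. The authors aligned the reads to the rat genome with HISAT2 version 2.0.5 and counted the reads of each gene with featureCounts version 2.0.3. Their deposited table holds whole-number counts for 32883 genes, with no normalization. The paper's text names neither the strand setting of the counting nor the release of the gene annotation, so genes that overlap on opposite strands or have near-identical copies may share reads.
Total counts lay between 19804731 and 32835200 per library, with a median of 30312303.5. By group they spanned 19804731 to 32642625 for PBS and 29207063 to 32835200 for MCT in Week 1. The spans were 29281657 to 31501340 and 30101268 to 31940636 in Week 2, and 28357609 to 31082646 and 29889968 to 31458596 in Week 3. Replicates 1 and 3 of the PBS rats of Week 1 held 19804731 and 20509197 counts, and the other 22 libraries at least 28357609. Genes with at least 10 counts numbered 14706 and 12491 in this pair and 15614 to 16428 in the other 22 libraries. For each library, the log2 deviation of each gene with enough counts was taken from the median of the 8 libraries of its week, MCT and PBS together. The standard deviation of these values was 1.60 and 2.36 in the pair and 0.52 to 1.06 in the others, so it includes differences between MCT and PBS.

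**Figure D1:**
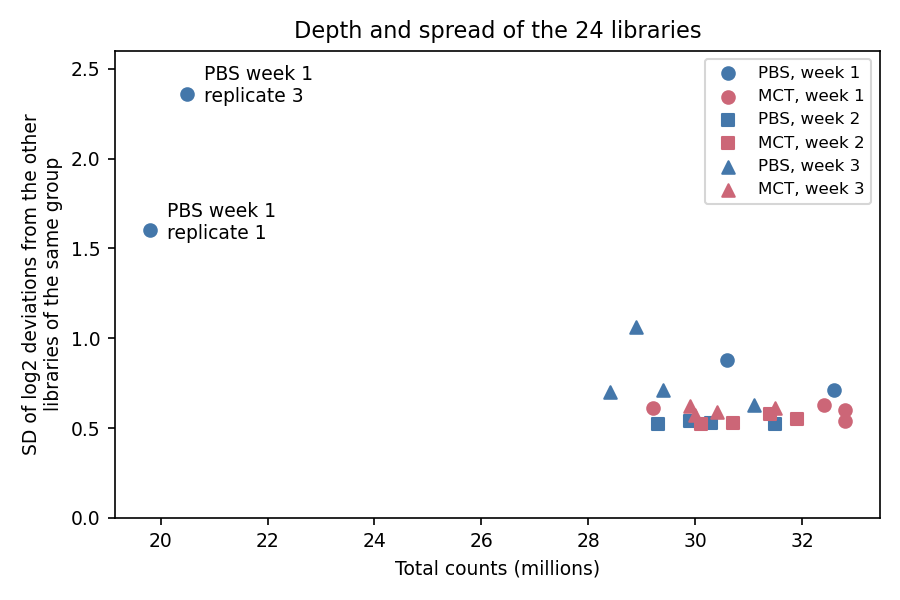
Total counts per library (horizontal axis) against the standard deviation of the log2 deviations of genes with enough counts (vertical axis), 1 point per rat. The deviations were taken from the median of the 8 libraries of the same week, MCT and PBS together, and not from the group as the axis title reads. The PBS rats 1 and 3 of Week 1 sit at 1.60 and 2.36, and the other 22 libraries between 0.52 and 1.06.

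For each week, genes with enough counts in the 8 libraries were kept by edgeR's filter (15658, 16108 and 16138 genes). Library sizes were scaled by TMM, and MCT was compared with PBS by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper's methods, were taken as differentially expressed genes (DEGs). The paper's results text names P < 0.05 only. In its Table S1, 193 of the 360 genes up and 477 of the 588 down in Week 1 have an adjusted p over 0.05. In Week 2, 37 of its 723 genes up and 41 of its 520 down do so too, and in Week 3 42 of 497 and 51 of 1502. Its counts thus rest on a looser threshold than those here, most of all in Week 1. Differences between weeks were tested in a single model of all 24 libraries. On counts simulated from these libraries, the test recovered 73% of 100 genes changed by 2-fold and 96% of 100 genes changed by 4-fold in Week 2, and 62% and 93% in Week 3. In Week 1 it recovered 0% and 8%, and without the 2 PBS libraries named above 20% and 81%. The simulation gave all libraries the same spread for a gene. In the real Week 1 the wide spread sat in those 2 PBS libraries, so the Week 1 shares are only a rough guide. Gene symbols were taken from Table S1, which pairs 3275 of the gene identifiers with a symbol.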

For RNA-seq analysis, three groups of data were generated in total. Principal component analysis (PCA) for all the detected genes revealed distinct separation between PBS-treated and MCT-treated samples during Week-2 and Week-3 but not for Week-1, suggesting a larger impact on gene expression changes during Week-2 and Week-3 compared to Week-1 (Fig. 1D). This pattern is also reflected by the increasing numbers of differentially expressed genes (DEGs) (P < 0.05, abs (log_2_fold change) > log_2_1.5) from Week-1 (658 downregulated genes and 380 upregulated genes) to Week-3 (1502 downregulated genes and 1623 upregulated genes, (Fig. 1E and Supplementary Table S1). 

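In Weeks 2 and 3, the axis along which the 8 lungs differed most parted the MCT rats from the PBS rats, and in Week 1 it did not. Slc26a4, which encodes the anion exchanger pendrin, went from 5.23 ± 1.12 CPM (counts scaled to the size of the library, mean ± SD, n = 4 rats) in the PBS rats to 82.1 ± 38.3 in the MCT rats of Week 2, and from 7.09 ± 4.22 to 158.3 ± 31.9 in Week 3. Sema3g, a semaphorin made by arterial endothelium, fell from 466.2 ± 55.2 to 61.0 ± 7.08 CPM in Week 2 and from 337.9 ± 20.3 to 38.7 ± 7.65 in Week 3. The log2 fold changes of Slc26a4 were 3.97 in Week 2 (standard error 0.332, adjusted p = 3.88e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.47 in Week 3 (standard error 0.401, adjusted p = 3.65e-05). In Week 1 its log2 fold change was 3.12 with an adjusted p of 0.0968, and that of Sema3g was -1.70 with an adjusted p of 0.067 from the same test. In each of the 3 weeks, the 4 MCT values of Slc26a4 lay above and those of Sema3g below all 4 PBS values.
The first principal component (log2 CPM of the genes tested, each scaled to the same variance) carried 48.7%, 33.1% and 44.9% of the variance in Weeks 1, 2 and 3. The share of this component that lay between MCT and PBS was 1.0% in Week 1, 99.5% in Week 2 and 87.8% in Week 3. Two-sided exact permutation tests of the scores gave p = 0.94, 0.029 and 0.029, where 0.029 is the smallest p that 4 rats against 4 allow. In Week 1 the PBS rat of replicate 3 alone made up 70.8% of the sum of squares of this component and replicate 1 a further 20.8%. Without both, the share between the groups was 49.9% (exact permutation p = 0.13). Genes whose 4 MCT values all lay above or all below the 4 PBS values made up 6.7% of the genes tested in Week 1 (760 above, 286 below), 22.5% in Week 2 (1938 above, 1684 below) and 31.7% in Week 3 (2473 above, 2644 below), where chance gives 2.9%. From the separation in Weeks 2 and 3 and its absence in Week 1, the paper proposes a larger impact on gene expression in the later weeks.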

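With each week tested alone, 14 genes passed the test in Week 1, 1519 in Week 2 and 3566 in Week 3. In Week 1, 11 genes rose and 3 fell. Of the 11, 6 belong to a list of mitotic genes (Ccna2, Ccnb1, Gtse1, Kif22, Nuf2 and Prc1), 2 are targets of p53 (Cdkn1a and Aen), and Pbk, Depdc1 and Knstrn also act in cell division. In Week 2, 966 genes rose and 553 fell. Among the named genes with the largest changes of Week 2 were Lcn2, which encodes the iron-binding protein lipocalin 2 (log2 fold change 3.79, standard error 0.852, adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0667 with a robust dispersion), and Dll4, a Notch ligand of arterial endothelium (log2 fold change -2.79, standard error 0.121, adjusted p = 5.76e-07). In Week 3, 1791 genes rose and 1775 fell. Among genes with a symbol, a mean of at least 5 CPM in the higher group and groups that do not overlap, the largest decrease called in Week 3 was that of Cyp1a1, an enzyme that oxidizes foreign compounds, from 176.1 ± 52.3 to 5.34 ± 5.36 CPM (SD, n = 4 rats). Its log2 fold change was -5.05 (standard error 0.567, adjusted p = 0.000147 from the same test). Kcnk2, a potassium channel, had a log2 fold change of -4.27 and Lrrn1, a membrane protein with leucine-rich repeats, of -4.08, with adjusted p of 3.13e-05 and 2.48e-05.
A symbol was known for 603 of the 966 genes up and 424 of the 553 down in Week 2, and for 631 of the 1791 up and 1328 of the 1775 down in Week 3. At an unadjusted p under 0.05 and the same fold threshold, 429 genes were up and 314 down in Week 1, 1251 and 786 in Week 2, and 2203 and 2017 in Week 3. The order of Weeks 1 and 2 depends on the fit: all 24 libraries in 1 fit gave 372 genes up and 181 down in Week 1, 262 and 138 in Week 2, and 911 and 918 in Week 3. In that fit each gene has 1 spread for all weeks, so the wide spread of the Week 1 PBS libraries enters Weeks 2 and 3. With the PBS replicates 1 and 3 of Week 1 left out of it, the counts were 794 and 589, 775 and 410, and 2190 and 1757. With each week tested alone, the counts of Week 1 changed with every library left out. Without PBS replicate 1 they were 19 up and 7 down, without PBS replicate 3 130 and 34, and without both 254 and 84. Without PBS replicate 2 or 4 or any 1 MCT library they were 0 and 0.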

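Cdkn1a and Aen, targets of p53, and 5 genes of cell division were up in the lungs of MCT rats in all 3 weeks, and Hpgd, an enzyme that breaks down prostaglandins, was down. The 7 genes that rose in every week were Cdkn1a, Aen, Gtse1, Kif22, Knstrn, Nuf2 and Prc1. Cdkn1a encodes p21, which halts the cell cycle downstream of p53. It went from 43.9 to 263.9 CPM in Week 1, from 58.3 ± 10.7 to 162.2 ± 11.9 in Week 2 and from 44.3 ± 12.3 to 174.8 ± 19.4 in Week 3 (mean, with SD for Weeks 2 and 3, n = 4 rats per group). Aen, a nuclease induced by p53, had log2 fold changes of 2.13, 1.72 and 1.97 in Weeks 1, 2 and 3, and Gtse1, which binds p53 in dividing cells, of 2.77, 1.98 and 1.54. Nuf2, a part of the kinetochore, had log2 fold changes of 2.63, 1.84 and 0.88.
The 3 genes that fell in every week were Hpgd, Tmcc2 and a gene with no symbol in the sources used here, ENSRNOG00000047457. Hpgd fell from 85.1 ± 7.57 to 16.8 ± 6.96 CPM in Week 2 and from 137.1 ± 24.6 to 9.22 ± 2.38 in Week 3 (SD, n = 4). Its log2 fold changes were -1.99, -2.34 and -3.89 (standard errors 0.245, 0.244 and 0.218, adjusted p = 0.0329, 0.000128 and 2.23e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tmcc2, a membrane protein, had log2 fold changes of -1.65, -1.77 and -1.78. Among 15377 genes tested in all weeks, independent lists of these sizes would share 0.0724 genes up and 0.0121 down. At an unadjusted p, 129 genes were up and 81 down in all 3 weeks. Week 1 limits these counts: without the PBS replicates 1 and 3 of Week 1, 62 genes were up and 58 down in every week, and without PBS replicate 3 alone 36 and 24. Without PBS replicate 1 alone they were 13 and 7, and without any 1 of the other 6 libraries of Week 1 0 and 0. Between Weeks 2 and 3, 539 genes were up in both (106.5 for independent lists) and 326 were down in both (61.2). Another 11 went opposite ways.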

Venn diagrams demonstrated that 110 downregulated genes and 124 upregulated genes were shared between three groups of data (Fig. 1F and Supplementary Table S2), suggesting that the changes of these genes start at the early stage and continue through the later stages during progression of the disease.

### Pathway enrichment analysis of the differentially expressed genes (DEGs)

Pathway enrichment analysis was respectively applied to these three sets of upregulated genes and downregulated genes by using the Reactome database^17^. 

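In the lungs taken 1 week after MCT, genes of mitosis were higher than in PBS lungs, at a median log2 fold change of 1.89 over 48 genes. Pbk, a kinase of mitotic cells, went from 8.26 ± 2.72 to 50.1 ± 10.6 CPM, and Depdc1, which is active in dividing cells, from 4.77 ± 1.41 to 28.5 ± 2.77 (SD, n = 4 rats per group). The log2 fold change of Depdc1 was 2.58 (standard error 0.315), and both genes had an adjusted p of 0.0329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes of DNA replication had a median log2 fold change of 1.19 over 27 genes. Mcm10, which helps to start replication, had a log2 fold change of 2.33 (standard error 0.361, adjusted p = 0.067) and Tk1, thymidine kinase, of 1.77 (standard error 0.314, adjusted p = 0.0883).
A list of 65 genes of mitosis and the G2/M phase and a list of 50 genes of replication licensing and S phase were written, like every other list used here, before the counts were read, although the values in Tables S1 and S2 had been seen. The lists of the paper's own genes hold genes chosen on these data. A symbol from Table S1 was known for 48 and 27 of them. Most genes of that table were called by the study itself on these samples (175 of its 1123 rows for Week 1 are marked stable). The direction of the members is therefore not independent evidence, and no test of a whole list was run. Of the 48 mitotic genes, 6 rose and none fell in Week 1, and 46 rose when adjusted over the list alone. Of the 27 replication genes, none passed in edgeR (17 rose when adjusted over the list alone), 23 had an unadjusted p under 0.05, DESeq2 called 11 and limma-voom 9. For the mitotic genes, DESeq2 called 34 and limma-voom 36. Of 12 targets of p53, 2 rose (7 when adjusted over the list alone). Without the PBS replicates 1 and 3, edgeR called 45 mitotic and 20 replication genes. It called 1 replication gene without PBS replicate 1 alone and 10 without PBS replicate 3 alone, and without any 1 of the other 6 libraries no gene was called in Week 1.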

Genes upregulated in lung tissues of rats treated with MCT for one week are mainly enriched in cell proliferation-related terms such as cell cycle, mitotic G1 phase and G1/S phase transition, G2/M DNA damage checkpoint, and G2/M transition (Fig. 2A). 

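By Weeks 2 and 3, genes of the innate immune system and of the extracellular matrix were higher in the lungs of MCT rats than of PBS rats, with median log2 fold changes of 0.75 and 1.23 for 35 immune genes and of 0.66 and 0.70 for 41 matrix genes. C1qb, a chain of complement C1q made by macrophages, had log2 fold changes of 1.99 in Week 2 and 2.40 in Week 3 (standard errors 0.162 and 0.268, adjusted p = 3.69e-05 and 0.000143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd68, a lysosomal protein of macrophages, rose by 1.57 and 2.31, Gpnmb, a glycoprotein of lipid-laden macrophages, by 1.95 and 2.40, and Retnla, a protein secreted in type 2 inflammation, by 3.11 and 2.64 on the log2 scale. Ctsk, which encodes a protease that degrades collagen, went from a log2 fold change of 1.51 in Week 2 to 3.71 in Week 3. Among matrix genes, fibronectin (Fn1) rose by 1.48 and 1.95, thrombospondin 2 (Thbs2) by 2.44 and 3.27, and Mmp14, a membrane protease that cleaves collagen, by 0.83 and 1.89 on the log2 scale in Weeks 2 and 3.
Of the 35 immune genes measured (68 listed), 27 rose and 1 fell in Week 2 and 26 rose and 2 fell in Week 3 (28 and 2, and 27 and 2, when adjusted over the list alone). Chit1 fell in both weeks, and Casp1 also fell in Week 3. Of the 41 matrix genes (40 of 78 listed symbols, since 1 symbol has 2 identifiers), 22 rose and 2 fell in Week 2 and 27 rose and 1 fell in Week 3 (22 and 3, and 28 and 2, when adjusted over the list alone).

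**Figure D2:**
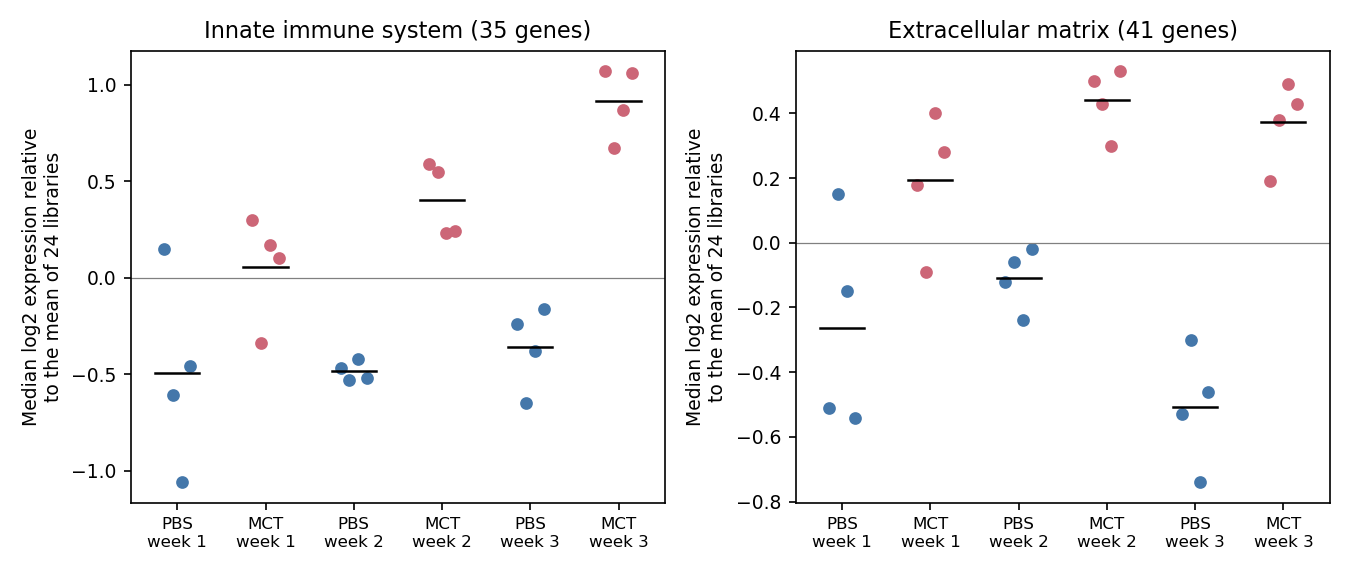
Median log2 expression of the named genes of 2 lists in each rat, relative to the mean of all 24 libraries (vertical axis), by treatment and week (horizontal axis), with points for single rats and lines for the means of 4 rats. The 4 MCT rats of Week 3 lie between 0.67 and 1.07 for the 35 immune genes and the 4 PBS rats of Week 3 between -0.65 and -0.16.

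Of 18 genes of hemostasis (50 listed), 6 rose and 3 fell in Week 2 and 11 rose and 4 fell in Week 3 (8 and 3, and 11 and 5, when adjusted over the list alone). F11, coagulation factor XI, fell by 1.56 and 2.26 on the log2 scale. Of 16 genes of carbohydrate metabolism (54 listed), 4 rose and 1 fell (Tpi1) in Week 2, and 10 rose and 1 fell (Csgalnact2) in Week 3 (5 and 1, and 10 and 2, when adjusted over the list alone). None fell in Week 2 without PBS replicate 2 or 3 or MCT replicate 1, 2 or 4, and 2 fell in Week 3 without MCT replicate 4. Hk3, a hexokinase of blood cells, rose by 1.60 and 2.69 on the log2 scale, and Gapdh by 0.73 and 1.27. Of the 48 mitotic genes, 46 rose in Week 2 and 16 in Week 3 (47 and 19 when adjusted over the list alone). Without PBS replicate 1 of Week 3, 29 rose. Of the 27 replication genes, 21 rose in Week 2, among them Rrm2, a subunit of ribonucleotide reductase, by 2.12 on the log2 scale. In Week 3, 6 rose and Ccne2 fell, and 2 rose without PBS replicate 2, 11 without PBS replicate 1, and 3 without PBS replicate 3 or MCT replicate 2, 3 or 4. In the fit of all 24 libraries, 11 immune, 12 matrix and 12 replication genes rose in Week 2, and the calls of Ctsk, Gapdh, Tpi1 and Chit1 in that week were lost. Over 12 genes of macrophages and monocytes the median log2 fold change was 1.61 in Week 2 and 1.82 in Week 3, so a larger share of macrophage RNA is not told apart from higher expression per cell. Most genes with a symbol were called by the study on the same samples, so the direction of the named members of these lists is not independent evidence.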

Genes upregulated in Week-2 and Week-3 are mainly related to pathways like the innate immune system, cell cycle or metabolism of carbohydrase, hemostasis, and extracellular matrix organization (Fig. 2A). The number of pathways enriched by genes downregulated in MCT samples was much smaller. 

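Calcrl and Bmpr2, receptors of the vascular endothelium, were lower in the lungs of MCT rats in Weeks 2 and 3. Calcrl, the receptor of adrenomedullin, fell from 1587 ± 166.9 to 641.2 ± 75.8 CPM in Week 2 and from 2071 ± 305.5 to 188.5 ± 32.4 CPM in Week 3 (SD, n = 4 rats). Its log2 fold changes were -1.31 (standard error 0.109, adjusted p = 3.88e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.46 (standard error 0.162, adjusted p = 1.07e-06). Bmpr2, the receptor of bone morphogenetic proteins that is mutated in heritable pulmonary hypertension, fell from 462.7 ± 67.3 to 272.4 ± 24.2 CPM in Week 2 and from 504.8 ± 40.2 to 155.5 ± 23.9 CPM in Week 3. Its log2 fold changes were -0.76 (adjusted p = 0.00117) and -1.70 (adjusted p = 1.48e-05 from the same test).
Of 48 genes of GPCR signaling (105 listed), 19 fell and 9 rose in Week 2 and 30 fell and 8 rose in Week 3 (19 and 12, and 31 and 10, when adjusted over the list alone). In Week 3, 5 rose without PBS replicate 2 or 3 or MCT replicate 3 or 4. Gpr182, a receptor of endothelial cells, fell by 1.50 and 2.44 on the log2 scale, and the chemokine receptor Ackr4 by 1.96 and 2.51, while the chemokine Ccl21 rose by 2.11 and 3.65. Of 27 genes of VEGF signaling (80 listed), 5 fell and 4 rose in Week 2 and 17 fell and 5 rose in Week 3 (the same numbers when adjusted over the list alone). Cdh5, the cadherin of endothelial junctions, fell by 0.82 and 1.47 on the log2 scale, and Nrp1, a co-receptor of VEGF, by 1.40 in Week 3. Vegfd, a ligand that acts on lymphatic endothelium, rose by 1.63 and 1.83. In Week 2, 3 genes of this list fell without PBS replicate 2, and 2 rose without PBS replicate 1 or MCT replicate 3 or 4; in Week 3, 3 rose without PBS replicate 2 or 3 or MCT replicate 2.
Of 16 genes of DAP12 signaling (33 listed), 1 fell (Plcg2, by 0.81 on the log2 scale) and 5 rose in Week 2, and 8 fell and 3 rose in Week 3 (1 and 6, and 9 and 3, when adjusted over the list alone). Without MCT replicate 2 of Week 2, 2 of these genes fell in that week, and without PBS replicate 4 of Week 3, 5 rose in that week. Klrd1, a receptor of natural killer cells, fell by 2.21 in Week 3, and Clec5a, a receptor of myeloid cells, rose by 1.35 and 1.50. Of 31 genes of the RAC1 GTPase cycle (96 listed), 8 fell and 8 rose in Week 2 and 18 fell and 5 rose in Week 3 (9 and 8, and 18 and 6, when adjusted over the list alone). Prex2, an exchange factor of RAC1, fell by 1.43 in Week 3 on the log2 scale, Arhgap20 fell by 1.82, and Tiam1, another exchange factor, rose by 1.39 and 2.11. Of 16 genes of TGFβ and BMP signaling (55 listed), 8 fell and 2 rose (Bmp2 and Tgfbr1) in Week 2 and 10 fell and 3 rose (Bmp2, Ltbp3 and Tgfbr1) in Week 3, also when adjusted over the list alone. Without PBS replicate 3 of Week 2, 5 fell in that week, and without MCT replicate 1 of Week 3 1 rose. Acvrl1, the endothelial receptor of BMP9, had log2 fold changes of -1.02 and -1.09, and Smad6, an inhibitor of BMP signals, of -1.34 and -1.08. In the fit of all 24 libraries the Week 2 calls of Bmpr2 (adjusted p = 0.699), Plcg2 and Clec5a were lost. The spread of a gene in that fit also takes in the PBS replicates 1 and 3 of Week 1. Over all genes, leaving these 2 out of it raised the Week 2 calls from 262 up and 138 down to 775 and 410. In that fit, 9 genes of GPCR, 3 of VEGF, 0 of DAP12, 2 of RAC1 and 3 of TGFβ and BMP signaling fell in Week 2, and 10 of VEGF, 4 of DAP12, 10 of RAC1 and 6 of TGFβ and BMP signaling in Week 3. Over 18 named endothelial genes the median log2 fold change was -0.92 in Week 2 and -1.43 in Week 3. Over 12 genes of T and NK cells it was -0.76 and -2.08. Smaller shares of RNA from these cells are not told apart from lower expression per cell. Higher PBS rats enter too: relative to all libraries, the T and NK genes stood at 0.10 and 1.24 in PBS and -0.54 and -0.65 in MCT rats of Weeks 2 and 3 (log2). The DAP12 genes stood at -0.14 and 0.23 in PBS and 0.03 and 0.05 in MCT rats. These members too carry symbols from Table S1, whose genes were mostly called by the study on these samples, so they are not independent evidence. Genes that fell are also named more fully. In Week 3 a symbol was known for 631 of the 1791 genes up and for 1328 of the 1775 down. The counts of members that fell and rose in these lists may therefore lean toward falls.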

Representative pathways include signaling by GPCR, DAP12 signaling, VEGF signaling, RAC1 GTPase cycle, and signaling by TGFβ family members (Supplementary Figure S1).

**Figure 2:**
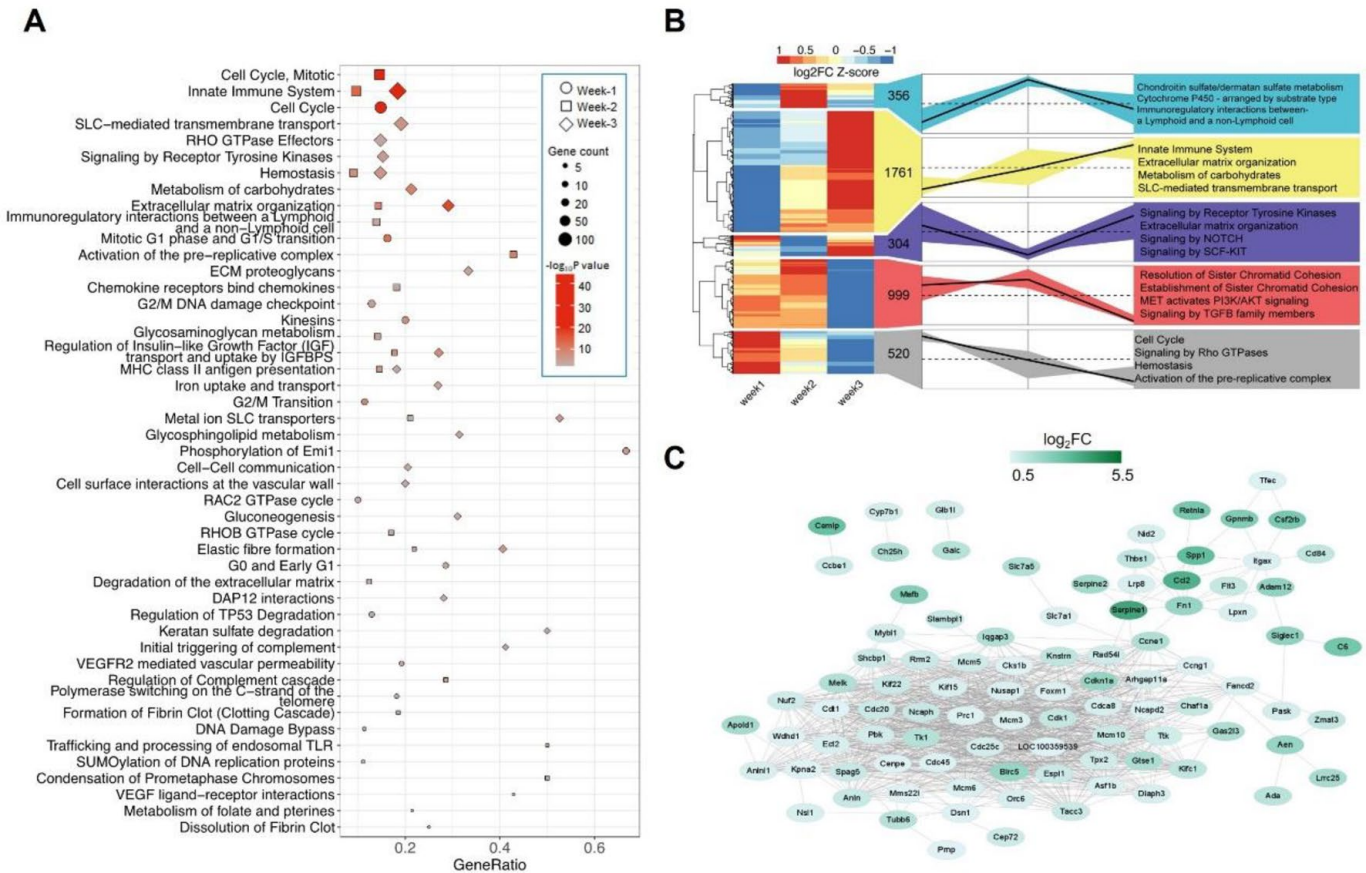
Pathway enrichment and protein–protein interaction analyses for the differentially expressed genes. (**A**) Reactome pathway enrichment analysis of the genes significantly upregulated in MCT rats. (**B**) Hierarchical clustering of fold changes and pathway analysis of significantly changed genes in the lung tissues of MCT model rats. (**C**) Protein–protein interaction network for the common upregulated genes across the three weeks.

In addition, to dynamically analyze the potential function of genes changed during the progression of PH, hierarchical clustering analysis was performed (Fig. 2B). Specifically, genes which continued to change in expression across the three weeks were captured by cluster analysis. Genes which exhibited step-wise increases in expression across each week from weeks 1 through 3 were enriched in pathways like the innate immune system, extracellular matrix organization and metabolism or carbohydrase, while the latter were mainly enriched in the cell cycle, signaling by Rho GTPases and hemostasis.

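The effect of MCT on Ctsk and Mmp14, which encode proteases that degrade collagen, was larger in Week 3 than in Week 1, and most genes of mitosis had a smaller fold change in each week than in the one before. Ctsk, the collagen-degrading cathepsin K, had a log2 fold change that was larger in Week 3 than in Week 1 by 3.69 (standard error 0.691, adjusted p = 0.00441 from edgeR's quasi-likelihood test of the difference with Benjamini-Hochberg adjustment), and for Mmp14 the difference was 1.36 (standard error 0.318, adjusted p = 0.0181). For Ccl21 the difference was 2.64 (adjusted p = 0.0325). In the other direction, the fold change of Anln (anillin) was lower in Week 3 than in Week 1 by a log2 difference of -1.97 (standard error 0.437, adjusted p = 0.0127), and that of Depdc1 by -2.71 (standard error 0.451, adjusted p = 0.00258).
Of 4071 genes called in at least 1 week, the log2 fold change rose from Week 1 to 2 to 3 in 1257 (30.9%) and fell in this order in 1270 (31.2%). The difference between Weeks 3 and 1 itself passed the test for 224 of the rising and 290 of the falling genes. Of the 35 named immune genes, 19 rose step by step (5 with a tested difference) and 3 fell. Of 41 matrix genes 17 rose (4 tested) and 2 fell, and of 16 genes of carbohydrate metabolism 6 rose (1 tested) and none fell. Of 48 mitotic genes, none rose step by step and 42 fell, 20 of them with a tested difference. Of 27 replication genes none rose and 16 fell (5 tested). Of 18 genes of hemostasis, 6 rose (2 tested) and 3 fell (1 tested). Many genes with neither a call in Week 1 nor a tested difference are placed in an order by fold changes within their standard errors. Between Weeks 1 and 2 the test of the difference found 0 genes higher and 0 lower. A symbol was known for 603 of the 966 genes up in Week 2 but for 631 of the 1791 up in Week 3. List members that rose late can therefore be missing, which favors a falling order. The tested numbers were 1066 rising and 1180 falling without PBS replicate 3 of Week 1. They were 85 and 167 without MCT replicate 2 and 95 and 174 without MCT replicate 3 of Week 1, and 339 rising without PBS replicate 4 of Week 1. Leaving out 1 library of Week 3 gave 117 and 189 (PBS replicate 2), 131 and 164 (MCT replicate 2), 137 and 180 (MCT replicate 3), 90 and 153 (MCT replicate 4) and 122 rising (PBS replicate 3). From the clusters of fold changes, the paper states that step-wise increases were enriched in immune, matrix and carbohydrate pathways and the other cluster in pathways that include the cell cycle and hemostasis.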

Base on Venn diagram analysis (Fig. 1F), 110 downregulated genes, and 124 upregulated genes were identified and shared across the three groups of data. To further show the functional association of these common upregulated genes, a protein–protein interaction network was generated for the upregulated genes (Fig. 2C). Most of the proteins corresponding to these common upregulated genes formed close interaction with the other proteins, suggesting that these proteins were functionally relevant. Some of the hub proteins within the network included Iqgap3 (IQ motif containing GTPase activating protein 3), Itgax (Integrin subunit alpha X), Ccne1(cyclin E1), Fancd2 (Fanconi anemia complementation group D2), Tacc3 (transforming acidic coiled-coil containing protein 3) and Anlnl1(actin binding protein-like 1).

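All 6 of these genes were higher in the lungs of MCT rats in Week 2, and Iqgap3, Tacc3 and Ccne1 also in Week 3. Iqgap3 (chromosome 2, 187447501 to 187489630), a scaffold protein of dividing cells, had log2 fold changes of 1.56 in Week 1, 1.63 in Week 2 and 1.48 in Week 3 (standard errors 0.326, 0.128 and 0.227, adjusted p = 0.166, 2.68e-05 and 0.000955 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tacc3 (chromosome 14, 82336324 to 82347679), which steadies the mitotic spindle, had log2 fold changes of 2.04, 1.21 and 0.96 (adjusted p = 0.0715, 5.2e-05 and 0.0198 from the same test). Ccne1 (chromosome 1, 94485832 to 94494980), which drives entry into S phase, had log2 fold changes of 1.34, 2.18 and 1.51 (adjusted p = 0.938, 0.00158 and 0.0257). Fancd2 (chromosome 4, 145489869 to 145551479), a protein of DNA crosslink repair, had log2 fold changes of 1.41, 1.31 and 0.65 (adjusted p = 0.966, 6e-04 and 0.081). Anlnl1 (chromosome 17, 66548818 to 66551947) had log2 fold changes of 2.71, 1.54 and 0.68 (adjusted p = 0.302, 0.00127 and 0.156). Itgax (chromosome 1, 199555722 to 199576932), the integrin chain CD11c of dendritic cells and macrophages, had log2 fold changes of 1.25, 0.95 and 0.63 (adjusted p = 0.187, 0.0389 and 0.0859).
In Week 1 the 4 MCT values of Iqgap3, Tacc3, Anlnl1 and Itgax all lay above the 4 PBS values (exact permutation p = 0.029 for each gene, the smallest that 4 rats against 4 allow). Without the PBS replicates 1 and 3 of Week 1, Iqgap3 (log2 fold change 1.83, adjusted p = 0.0115), Tacc3 (1.67, 0.00912), Fancd2 (2.17, 0.00671) and Anlnl1 (2.29, 0.00985) passed the test in that week and Itgax (1.27, 0.0784) and Ccne1 (1.92, 0.0974) did not. In the fit of all 24 libraries the Week 2 calls of Fancd2, Anlnl1 and Itgax were lost (adjusted p = 0.158, 0.0897 and 0.117). That of Itgax was also lost without PBS replicate 1, 2 or 4 or MCT replicate 1, 2 or 4 of that week. That of Ccne1 in Week 3 was lost without PBS replicate 2, 3 or 4 or MCT replicate 2 or 3, and that of Tacc3 in Week 3 without PBS replicate 2 (adjusted p = 0.0582).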

### Comparison of the transcriptomic analyses data with previously published proteomic analysis data from MCT-induced PH rat model

Recent published work characterized a quantitative proteomic analysis of lung tissues from MCT-induced PH rat models and identified several groups of differently expressed proteins between the MCT rats and control rats^18^. We analyzed overlap between the differentially expressed genes in the current study and differently expressed proteins from this prior study. Correlation analyses of the fold changes showed positive but weak correlation between the RNA-seq data and proteomic data, highlighting potiential roles of post-transcriptional regulation in gene expression (Fig. 3A). In fact, for all three groups of data only a small portion of upregulated or downregulated proteins reflected changes in their corresponding mRNAs (Fig. 3B). To study the functions of these gene-protein pairs whose expression changed at both the protein level and mRNA level, pathway enrichment analysis was performed. All of the upregulated and downregulated genes identified in Weeks 1, 2, 3 were respectively pooled together for this analysis. Downregulated gene-protein pairs were associated with pathways such as signaling by Rho GTPases, hemostasis, cell–cell communication and smooth muscle contraction (Fig. 3C), while the upregulated gene-protein pairs were mainly involved in pathways such as innate immune system, post-translational protein phosphorylation, extracellular matrix organization and metabolism of carbohydrates (Fig. 3D).

**Figure 3:**
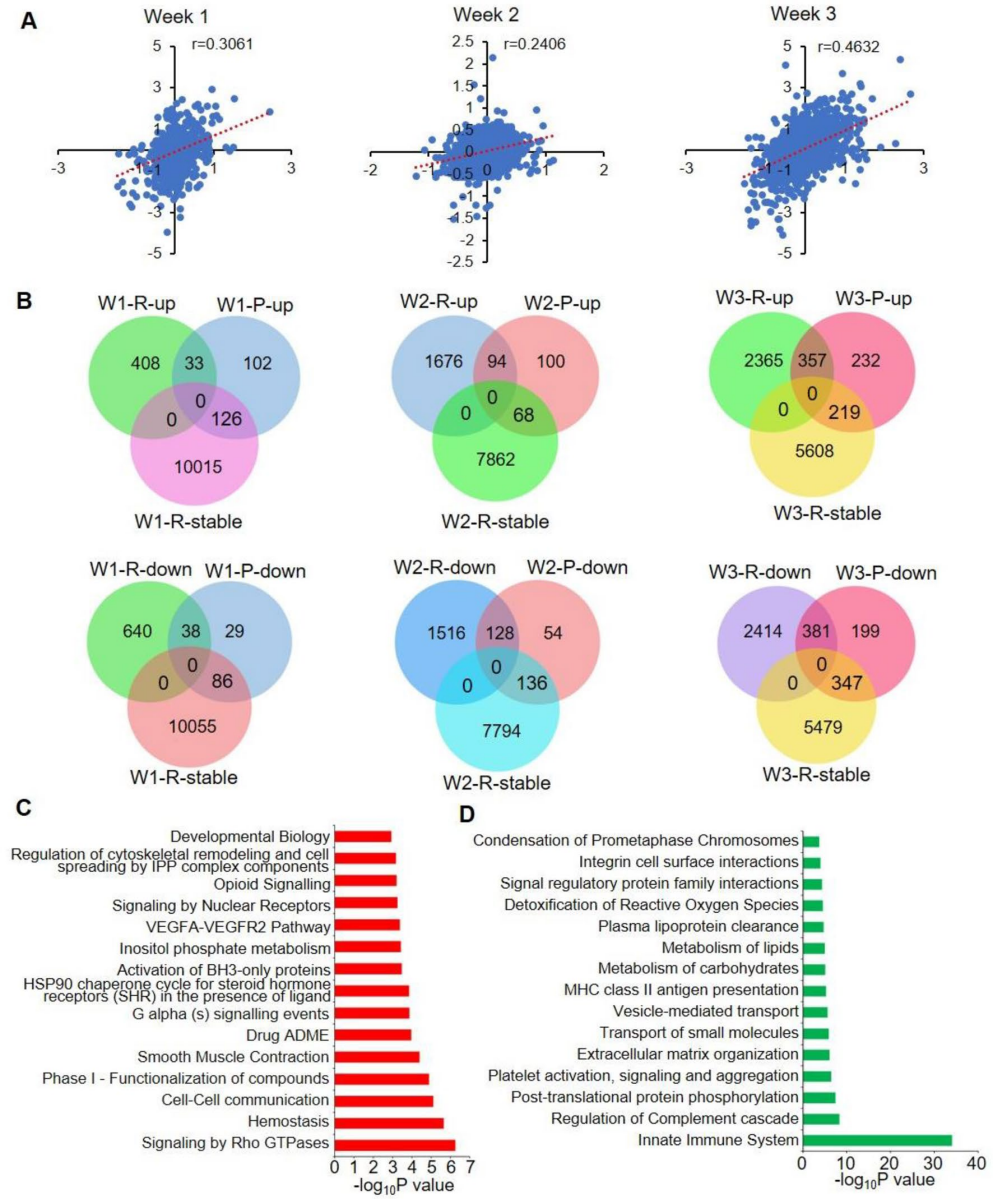
Comparison of the genes identified in this study and the significantly changed proteins identified by published proteomic analysis. (**A**) Correlation analyses of the fold changes of differentially expressed genes and proteins. (**B**) Venn diagrams showing the overlap between differentially expressed proteins and genes. (**C**) Pathway enrichment analyses of the significantly downregulated proteins whose mRNA was also significantly downregulated in MCT rats compared to control samples. (**D**) Pathway enrichment analyses of the significantly upregulated proteins whose mRNA was also significantly upregulated in the MCT rats compared to control samples. Proteins or genes changed in at least one week was included for analysis.

### Validation of differentially expressed genes

To confirm the DEGs identified by RNA-seq analysis, the expression of representative genes upregulated in all three groups was examined by using qRT-PCR in lung tissues from rats treated with MCT or PBS for one or three weeks. 

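The 19 genes chosen for qRT-PCR were higher in MCT lungs in Week 2, all 19 past the test, with median log2 fold changes of 1.68 in Week 1, 1.23 in Week 2 and 0.68 in Week 3. Cyclin A2 (Ccna2), which drives S phase and entry into mitosis, went from 10.2 ± 0.902 to 60.3 ± 9.86 CPM in Week 1 (SD, n = 4 rats per group), a log2 fold change of 2.56 (standard error 0.224, adjusted p = 0.0173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold changes in Weeks 2 and 3 were 1.73 (adjusted p = 1.52e-05) and 0.45 (adjusted p = 0.165). Cyclin B1 (Ccnb1), the partner of Cdk1 in mitosis, went from 8.30 ± 2.71 to 38.6 ± 1.40 CPM in Week 1, and its log2 fold changes were 2.22, 2.03 and 0.53 (adjusted p = 0.0426, 1.06e-05 and 0.129). Cdc25c, the phosphatase that starts mitosis, had log2 fold changes of 0.81, 0.98 and 0.81 (adjusted p = 0.778, 0.00344 and 0.00877 from the same test). Cdc45, a part of the replicative helicase, had log2 fold changes of 2.04, 0.84 and 0.61 (adjusted p = 0.341, 0.0177 and 0.0872). Birc5 (survivin) had log2 fold changes of 1.46, 1.36 and 1.93 (adjusted p = 0.411, 0.0011 and 0.00247).
In Week 1, Ccna2 and Ccnb1 were the 2 of the 19 genes that passed, in Week 2 all 19 and in Week 3 9 (18, 19 and 13 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples). The lowest log2 fold changes in Weeks 1 and 3 were 0.71 and 0.30, both of Ccnd1 (cyclin D1), so that no member lay below the PBS rats. Without the PBS replicates 1 and 3 of Week 1, 15 genes passed in that week. In the fit of all 24 libraries 18 passed in Week 1, and Cdc45, Cdca8, Cdt1, Cep72 and E2f3 did not pass in Week 2 (adjusted p = 0.34, 0.06, 0.0519, 0.29 and 0.15). In Week 3 the count was 15 without PBS replicate 1 and between 4 and 5 without any 1 of the other 7 libraries. Without PBS replicate 1 the log2 fold changes of Ccna2 and Ccnb1 in Week 3 were 0.76 (adjusted p = 0.00765) and 0.83 (adjusted p = 0.0117).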

Genes involved in cell cycle transition or proliferation were chosen, such as *Cdc25c* (cell division cycle 25C), *Cdc45* (cell division cycle 45), *Top2a* (Topoisomerase IIα), *Ccna2* (Cyclin A2) and *Ccnb1* (Cyclin B1). qRT-PCR analysis showed that mRNA levels of most of these genes were significantly increased in MCT samples compared to the control samples **(**Fig. 4A,B). In addition, western blotting confirmed the protein levels of Ccna2 and proliferating cell nuclear antigen (PCNA) were increased in lung tissue from rats treated with MCT for one or three weeks (Fig. 4C,D). However, compared to the control samples, the level of Top2a protein was higher in the lung tissues of rats treated with MCT for 1 week but lower in rats treated with MCT at 3 weeks.

**Figure 4:**
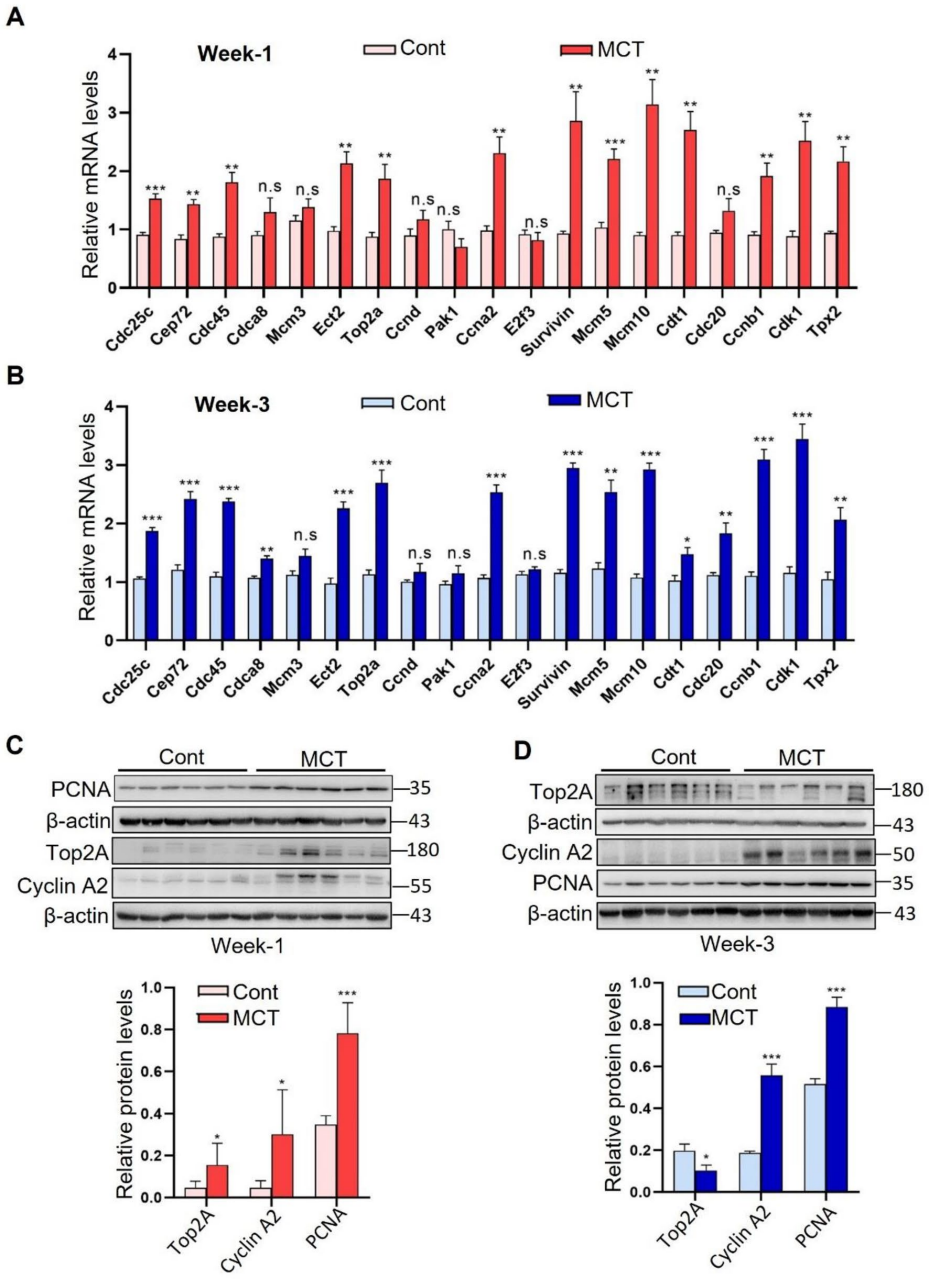
Validation of the significantly upregulated genes identified by RNA-sequencing analysis. (**A**, **B**) Expression of representative significantly upregulated genes identified by RNA-sequencing analysis in the MCT rats were determined by using qRT-PCR at one (**A**) or three weeks (**B**). (**C**, **D**) Western blot analysis and quantification of the indicated cell proliferation-associated proteins at one (**C**) or three weeks (**D**). For A-D, data represent mean ± SD, *P < 0.05, ** P < 0.01, *** P < 0.001, n.s = not significant.

### Immunofluorescence staining of cell proliferation markers

To test whether cell proliferation was enhanced during the progression of PH, cell proliferation marker proteins including PCNA and Ki67 were stained in the lung tissues of PBS or MCT-treated rats. It showed that the signal of both PCNA and Ki67 was stronger in the MCT rats than that in the control rats, indicating increased cell proliferation in PH (Figs. 5A and Supplementary Figure S2). In addition, immunofluorescence staining also showed increased signal of Cyclin A2 in the lung tissue of MCT rats compared to the control rats (Fig. 5B).

**Figure 5:**
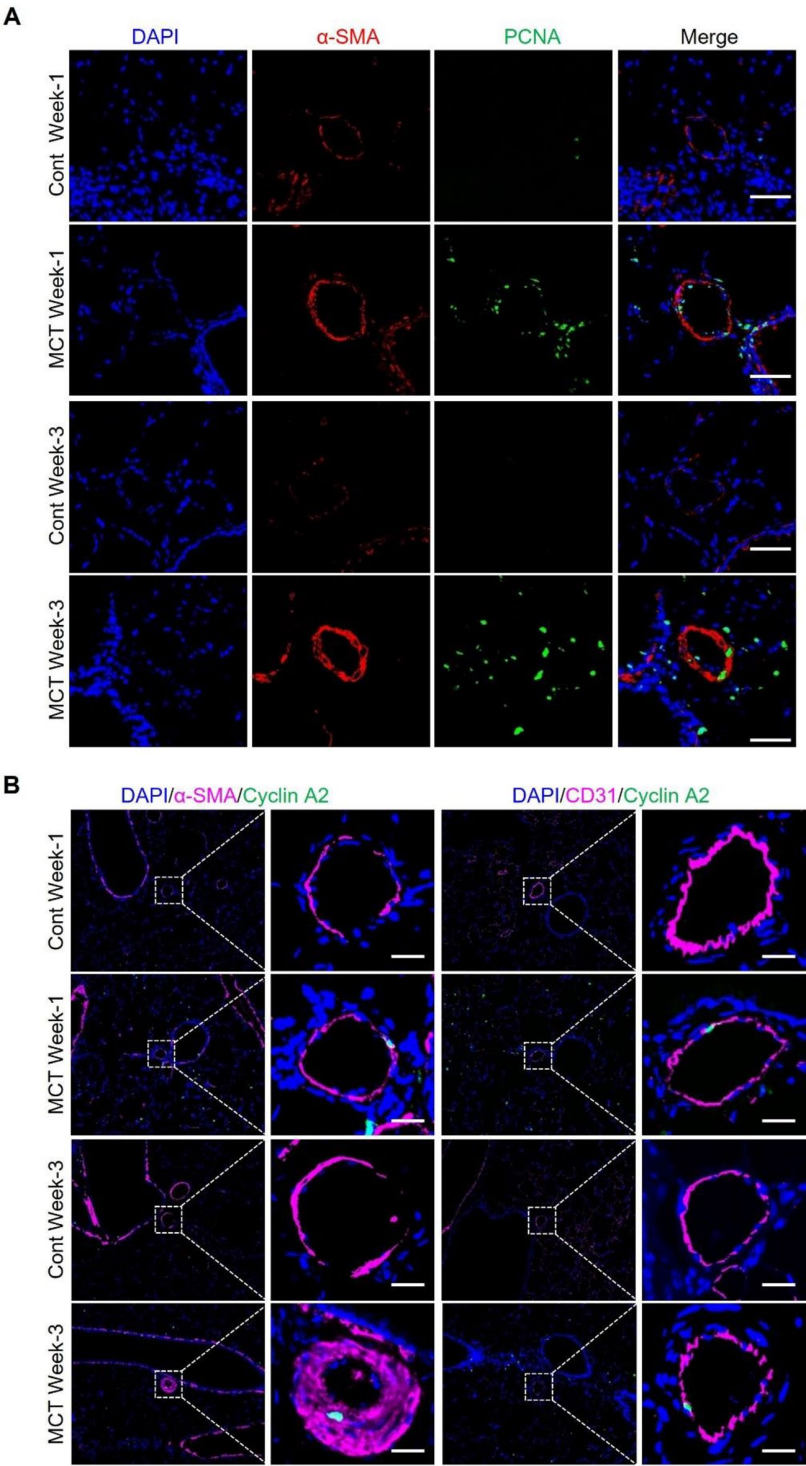
Immunofluorescence staining of cell proliferation markers in the lung tissue of rats treated with MCT or PBS (Cont). (**A**) Immunofluorescence staining of PCNA and α-SMA. Scale bar = 50 μm. (**B**) TSA (tyramide signal amplification)-based immunofluorescence staining of Cyclin A2, α-SMA and CD31. iFluor® 488 tyramide was used for Cyclin A2, Cy5 tyramide was used for α-SMA and CD31. Scale bar = 20 μm.

### Clinically relevant genes identified in MCT-rat model

To test whether the differentially expressed genes (DEGs) identified in the lung tissue of MCT-rats were clinically relevant, the DEGs were compared to the results of a published dataset (GSE113439), which reflected gene expression profiling of lung tissues from 15 PAH patients and 11 normal controls^19^. Statistical analysis of the GSE113439 dataset revealed 893 downregulated genes (log_2_(fold change) < -log_2_1.5, P value < 0.05) and 2236 upregulated genes (log_2_(fold change) > log_2_1.5, P value < 0.05) in the PAH samples compared to the controls (Fig. 6A and Supplementary Table S4). Upregulated genes or downregulated genes in Week-1, 2, 3 were pooled into two groups and respectively compared to the DEGs of GSE113439. Venn diagrams showed that 214 common upregulated genes and 127 common downregulated genes were identified (Fig. 6B and Supplementary Table S5). Pathway enrichment analysis showed that these common upregulated genes were mainly enriched in pathways such as cell cycle, retinoblastoma gene in cancer, extracellular matrix organization, PI3K-Akt signaling pathway and DNA damage response (Fig. 6C), while the common downregulated gene were mainly associated with cytokine signaling in immune system, TGF-beta signaling pathway, and cAMP signaling pathway (Fig. 6D).

**Figure 6:**
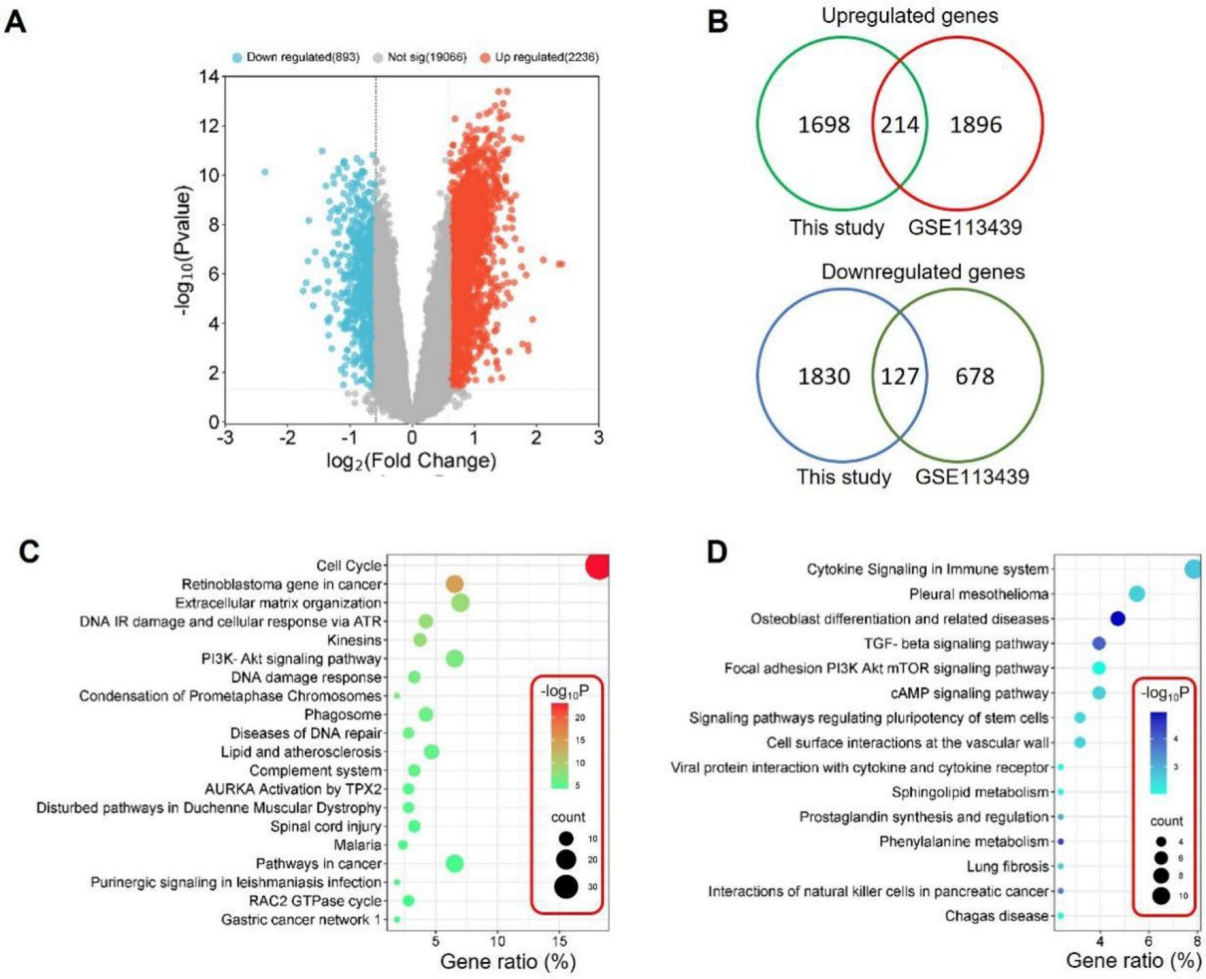
Comparison of the DEGs identified in this study and in the GSE113439 dataset. (**A**) Volcano plot showing the statistical analysis result of the GSE113439 dataset. (**B**) Venn diagram showing the number of common genes between this study and the GSE113439 dataset. (**C**, **D**) Pathway enrichment analysis of the common upregulated genes (**C**) and common downregulated genes (**D**) identified in B.

## Discussion

The progression of PH involves complex dysregulation of numerous proteins and signaling pathways, posing challenges in developing therapeutic approaches. High-throughput RNA-seq provides an unbiased and powerful method to systematically screen the differentially expressed genes associated with the development of PH and helps to understand the underlying molecular mechanism of this disease. MCT-treated rats and hypoxia-Sugen rats are two of the most popular rat models for PH. These two models share many similarities in mimicking the pathological characteristics of PAH patients, such as pulmonary vascular remolding, increased RVSP, and right ventricular dysfunction^20^. The hypoxia-Sugen model is a powerful translational model, but is limited, in part, by the heterogeneity of its use by investigators including administering different doses of Sugen that are associated with significantly varying timelines (5–11 weeks). Moreover, combined with the low solubility of Sugen and the need of subcutaneous injection, there is a lack of harmonization among laboratories. In contrast, MCT is highly soluble in aqueous buffer, more convenient and largely published as a 3–4 week model. In this study, RNA-seq was employed on the lung tissues from rats treated with MCT or PBS for one to three weeks, aiming to identify genes changed at different stages of PH progression. Statistical analysis revealed 658, 520, and 1502 downregulated genes, and 380, 724, and 1623 upregulated genes at each week, respectively. Among these differentially expressed genes (DEGs), 124 commonly upregulated genes and 110 commonly downregulated genes were identified, many of which have previously demonstrated to be involved in PH, such as Thbs1^21^, CDK1^22^, Foxm1^23^, Ccl2^24^, Nlrp3^25^, and Kpna2^26^, further supporting the reliability of the current RNA-seq analysis. Moreover, in Weeks 2 and 3, a significantly changed gene, Cpa3 (mast cell carboxypeptidase A), recently linked to chronic obstructive pulmonary disease and idiopathic pulmonary fibrosis^27^, emerged as upregulated, suggesting its potential roles in PH.

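Of these 6 genes, all but Nlrp3 passed the test in Week 2, and Thbs1, Ccl2, Cdk1 and Nlrp3 passed it in Week 3, while none passed in Week 1. The largest change was that of the chemokine Ccl2 (chromosome 10, 69412017 to 69413870), which draws monocytes into tissue. It rose from 2.23 ± 0.727 to 22.7 ± 11.5 CPM in Week 2 and from 4.76 ± 1.36 to 50.9 ± 23.7 in Week 3 (SD, n = 4 rats per group). The log2 fold changes were 3.34 and 3.42 (standard errors 0.383 and 0.348, adjusted p = 0.00022 and 8.12e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thbs1 (chromosome 3, 109862117 to 109873466), thrombospondin 1, which activates latent TGFβ, rose by 1.19 on the log2 scale in both weeks (adjusted p = 0.00305 and 0.00266). Nlrp3 (chromosome 10, 45893018 to 45918254), the sensor of an inflammasome, had log2 fold changes of 0.60 and 0.79 (adjusted p = 0.0898 and 0.013).
The other 3 genes act in the cell cycle. Cdk1 (chromosome 20, 20576377 to 20591549), the kinase that drives mitosis, had log2 fold changes of 2.18, 1.64 and 1.08 in Weeks 1, 2 and 3 (adjusted p = 0.11, 3.69e-05 and 0.00613 from the same test). Foxm1 (chromosome 4, 161685258 to 161696305), a transcription factor of mitotic genes, had log2 fold changes of 1.74, 0.83 and 0.65 (adjusted p = 0.194, 0.00107 and 0.0706). Kpna2 (chromosome 10, 95200030 to 95212111), an importer of nuclear proteins, had log2 fold changes of 1.18, 0.96 and 0.55 (adjusted p = 0.0617, 3.69e-05 and 0.0131), the last under the fold threshold. In Week 1, Thbs1, Ccl2 and Nlrp3 had log2 fold changes of 0.93, 1.34 and 0.21 (adjusted p = 0.879, 0.575 and 1). With other tools more of them passed in Week 1: limma-voom called Cdk1, Foxm1 and Kpna2, and DESeq2 called Cdk1 (2.10, adjusted p = 0.000806), Foxm1 (1.68, 0.00279) and Kpna2 (1.11, 1.9e-10) in that week, and Nlrp3 in Week 2 (0.59, 0.0354). In the fit of all 24 libraries the calls of Foxm1 in Week 2 (adjusted p = 0.147) and of Nlrp3 in Week 3 (0.0639) were lost. Without the PBS replicates 1 and 3, edgeR called Cdk1, Foxm1, Kpna2 and Ccl2 (adjusted p = 0.00446, 0.0115, 0.00762 and 0.0368), but not Thbs1 (0.136) or Nlrp3 (0.371).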

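Cpa3 and other genes of mast cells rose in the lungs of MCT rats in Weeks 2 and 3. Cpa3 (chromosome 2, 105016626 to 105047984), a protease stored in mast cell granules, went from 16.5 ± 6.87 to 274.9 ± 167.5 CPM in Week 2 and from 10.6 ± 4.66 to 352.5 ± 137.1 in Week 3 (SD, n = 4 rats per group). Its log2 fold changes were 4.06 and 5.06 (standard errors 0.457 and 0.406, adjusted p = 0.000208 and 1.96e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The MCT rats spanned 108.5 to 507.1 CPM in Week 2 and 235 to 548.1 in Week 3, and the highest PBS rat of those weeks stood at 25.04. In Week 1 the values were 13.2 ± 11.6 in PBS rats and 19.2 ± 7.94 in MCT rats, a log2 fold change of 0.54 (adjusted p = 1). The fold change was larger in Week 3 than in Week 1 by 4.54 on the log2 scale (standard error 0.77, adjusted p = 0.0026 from edgeR's test of the difference). The log2 fold change of Week 1 was 1.45 (adjusted p = 0.18) and the difference 3.59 (adjusted p = 0.00179) without the PBS replicates 1 and 3 of Week 1. Without PBS replicate 1 alone the fold change of Week 1 was 1.38 (adjusted p = 0.506).
Of 6 named mast cell genes (20 listed), 4 rose and 2 fell in Week 2 and in Week 3, also when adjusted over the list alone. Besides Cpa3, the 4 were Fcer1a, a chain of the IgE receptor (log2 fold changes of 3.01 and 3.42), Mrgprx2, a receptor that triggers degranulation (2.85 and 3.75), and Hdc, which makes histamine (1.30 and 2.36). The 2 that fell were Kit (-1.10 and -1.27) and Gata2 (-1.41 and -0.97), which endothelial cells also express. In the fit of all 24 libraries the calls of Hdc in Week 2 (adjusted p = 0.242) and of Gata2 in Week 3 (0.0567) were lost. All 6 carry symbols from Table S1, whose genes were mostly called by the study on these samples, so their direction is not independent evidence.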

Pathway enrichment analyses for these DEGs revealed that genes upregulated in Week 1 were highly enriched in cell cycle and proliferation-related pathways. Cell cycle pathway is also a significantly enriched term for genes upregulated in Week 2. Confirmation via qRT-PCR showed increased expression of genes involved in cell cycle progression and proliferation in the lungs of MCT-treated rats. Moreover, western blotting validated upregulation of cell proliferation markers, PCNA and Ccna2, in the lung tissues of MCT-treated rats. Immunofluorescence confirmed the upregulation of PCNA and Ki67, another cell proliferation markers. An intriguing finding was the early-stage upregulation of Top2a, a novel and understudied potential target for PAH. 

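Top2a (chromosome 10, 86901007 to 86932154) encodes topoisomerase II alpha, which untangles DNA during replication and mitosis. In Week 1 it stood at 57.1 ± 35.3 CPM in PBS rats and 228.4 ± 49.0 in MCT rats (SD, n = 4 rats per group), and all 4 MCT rats lay above all 4 PBS rats (exact permutation p = 0.029, the smallest that 4 against 4 allow). The log2 fold change was 2.00 (standard error 0.395, adjusted p = 0.137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Week 2 Top2a rose from 32.77 ± 2.16 to 106.1 ± 7.04 CPM, a log2 fold change of 1.69 (standard error 0.083, adjusted p = 9.94e-07). In Week 3 the values were 48.1 ± 15.1 and 61.7 ± 4.96 CPM, a log2 fold change of 0.36 (standard error 0.19, adjusted p = 0.176). The fold change was lower in Week 3 than in Week 1 by a log2 difference of -1.62 (standard error 0.382, adjusted p = 0.0196 from edgeR's test of the difference).
PBS replicate 3 of Week 1 had 6.78 for Top2a on the log2 CPM scale and the other 3 PBS rats 5.22 to 5.46. Without that library the log2 fold change of Week 1 was 2.51 (adjusted p = 0.00316). It passed the test also with DESeq2 (1.93, adjusted p = 0.00199), with limma-voom (2.36, adjusted p = 0.00421) and in the model of all 24 libraries (2.00, adjusted p = 0.000109).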

As a major member of the topoisomerase protein family, Top2a play critical roles in DNA replication and cell proliferation, and is upregulated in various cancers^28^, suggesting it’s potential contribution to the development and progression of PH.

The current findings also indicate enhanced cell proliferation is evident at early stage of the disease and progression of PH. Rats treated with MCT for two or three weeks exhibited significantly elevated RVSP than control rats, indicating rapid progression of the disease. Interestingly, these cell cycle markers started to downregulate their expression later in the disease development, which could suggest that once the remodeling is moderate to severe, cell proliferation may not be prioritized in the molecular mechanism of the disease. 

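The excess of cell cycle genes in MCT lungs was smaller in Week 3 than in Week 1, and most of the change lay in the MCT rats. Over 48 mitotic genes, the median log2 fold change of MCT against PBS was 1.34 in Week 2 and 0.59 in Week 3, and over 27 replication genes 0.84 and 0.54. Mki67, the gene of the Ki67 proliferation marker, had log2 fold changes of 2.04, 1.38 and 0.22 (adjusted p = 0.236, 1.53e-05 and 0.512 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its fold change was lower in Week 3 than in Week 1 by a log2 difference of -1.79 (standard error 0.479, adjusted p = 0.0359 from the test of the difference), that of Ccna2 by -2.10 (standard error 0.281, adjusted p = 0.000648) and that of Ccnb1 by -1.68 (standard error 0.333, adjusted p = 0.00605). For Cdk1 the difference was -1.09 (adjusted p = 0.127) and for Foxm1 -1.07 (adjusted p = 0.117).

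**Figure D3:**
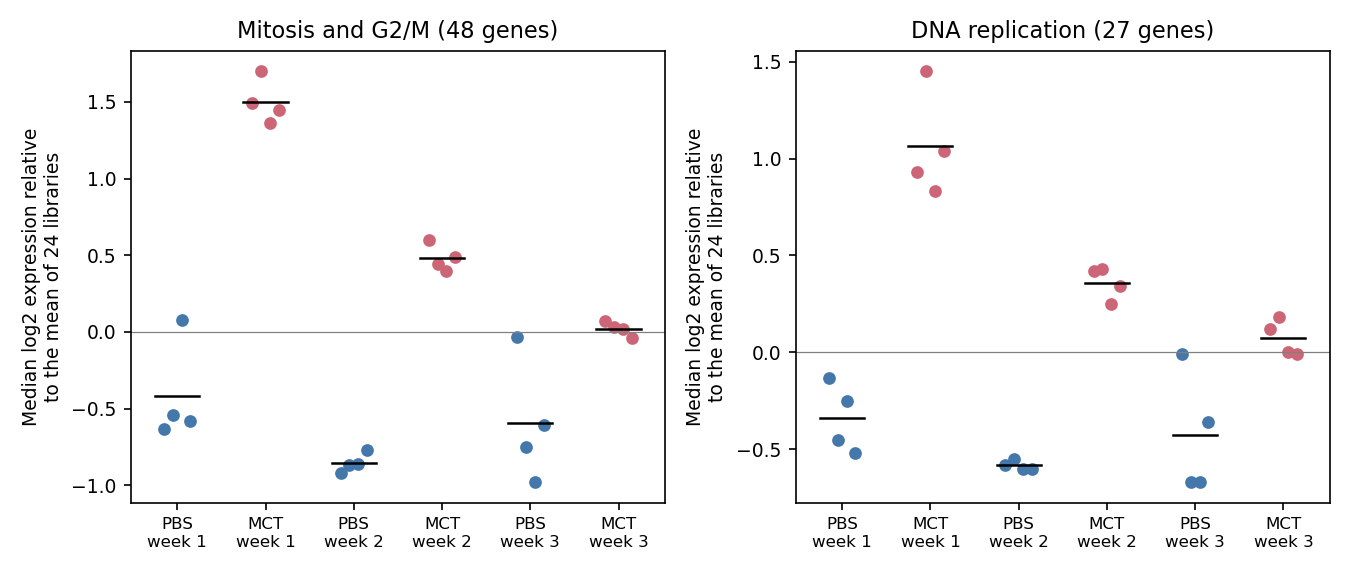
Median log2 expression of the named mitotic and replication genes in each rat, relative to the mean of all 24 libraries (vertical axis), by treatment and week (horizontal axis), with points for single rats and lines for the means of 4 rats. For the mitotic genes the MCT rats lie between 1.36 and 1.70 in Week 1, between 0.40 and 0.60 in Week 2 and between -0.04 and 0.07 in Week 3.

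Between Weeks 1 and 3, the fold changes of the mitotic genes differed by a median of -1.21, with 46 of 48 lower in Week 3, and those of the replication genes by a median of -0.74. In the MCT rats alone, 42 of the 48 mitotic genes passed the test as lower in Week 3 than in Week 1 (median -1.53), and in the PBS rats 2 passed (median -0.17). With the replicate number as a block, which compares the weeks at replicate 1 only, 1 gene passed in the MCT rats (median -1.07). Comparisons of weeks within 1 treatment cannot separate time after injection from the age of the rats, the day of harvest or a library batch. Between Weeks 1 and 2 the median difference of the fold changes was -0.52. Between Weeks 1 and 3 it was -1.72 without the PBS replicates 1 and 3 of Week 1. From Week 2 to Week 3, part of the narrowing lay in higher PBS rats. The mean level of the mitotic list went from -0.85 to -0.59 in PBS and from 0.48 to 0.02 in MCT rats (log2, relative to all libraries). Most genes with a symbol were called by the study on these samples, so the direction of the members within a week is not independent evidence. Their trend between weeks is limited as well. A symbol was known for 603 of the 966 genes up in Week 2 but for 631 of the 1791 up in Week 3, so members that rose late can be missing. From this decline, the paper proposes that proliferation may not be prioritized once remodeling is moderate to severe.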

Genes upregulated during Weeks 2 and 3 were enriched in common PH-related pathways such as innate immune system, hemostasis^29^, and extracellular matrix organization (ECM)^30^. Furthermore, downregulated genes in MCT rats were enriched in pathways associated with PH, including G protein-coupled receptors (GPCRs) signaling^31^, vascular endothelial growth factor (VEGF)^32^ signaling, and collagen degradation, suggesting a potential role of ECM remolding during the progression of PH.

The differentially expressed genes identified in the lung tissues of MCT rats were then compared to the results of a published gene array dataset generated from PAH patients. It showed the overlap between this study and the dataset was between 10%-20%. This observation could partly stem from the difference in species and limitation of the animal model. MCT model for example is associated with toxicity in multiple organs, especially the liver, which is not the case in patients^33^. Therefore, to confirm the association of top genes from the MCT model, our data suggest the need for either additional model evaluation or the need for clinical samples.

In summary, this study comprehensively delineates genes alterations associated with PH progression using RNA-seq in MCT-induced rat models. Pathway enrichment analysis revealed potential pathways involved in diseases progression. Validation through qRT-PCR, western blotting, and immunofluorescence staining strengthens the association of increased expression of cell proliferation-related genes in the lung tissue with PH progression. This work serves as a preliminary exploration, necessitating further in-depth investigations in this field.

## Materials and Methods

All experiments were performed in accordance with the relevant guidelines and regulations approved by the Northwest A&F University and the First Affiliated Hospital of Guangzhou Medical University.

### Animal model

All experimental procedures on animals were approved the by the Animal Care and Use Committee of the Northwest A&F University and the Ethics Committee of the First Affiliated Hospital of Guangzhou Medical University (protocol code 2021070, approval date March 29, 2021). All testing method were reported according to the ARRIVE guidelines^34^. Twenty-four male Sprague Dawley (SD) rats (200 g –250 g) were ordered from Vital River Laboratories (Beijing, China) and housed under regular condition (temperature 20–26℃, humidity 50–70%), all rats have free accessible to water and chow. Two days after reception, the rats were randomly divided into two groups, weighted, and subjected to intraperitoneal injection either with monocrotaline (MCT) (50 mg/kg) or with PBS buffer. During the experiment, the rats were checked every 2 days. One, two, and three weeks after MCT injection, 4 PBS-treated rats (Control group) and 4 MCT-treated rats were randomly chosen and anesthetized one by one with 5% isoflurane for 1–2 min by using an Animal Anesthesia System (RWD Life Science, Shenzhen, China). Then the right ventricular systolic pressure (RVSP) of the rats was measured by using the Millar’s Mikro-Tip catheter transducer (SPR-513). Then the lungs were perfused with PBS to remove the blood in the vessels, and the lung tissues were collected for RNA isolation or histological analysis. The animals were sacrificed by removing the lung and heart under anesthesia with a mask supplied with 2% isoflurane for 5–10 min.

### RNA sequencing

For each rat, about 100 mg of lung tissue was homogenized in 1 ml RNAiso Plus (Takara, Dalian, China). The lung homogenates were centrifuged at 4℃ (14,000 g) for 10 min and the supernatants were further subjected to RNA isolation by phenol–chloroform extraction. mRNA was enriched from total RNA using poly-T oligonucleotide-attached magnetic beads. Sequencing libraries were generated by using the Next UltraTM Directional RNA Library Prep Kit for Illumina (NEB, MA, USA). RNA sequencing was performed by Novogene (Beijing, China) on the Illumina NovaSeq 6000 system.

### Bioinformatics analysis

Raw data were cleaned and then aligned to the rat reference genome (NCBI: GCA_000001895.4) using Hisat2 (v2.0.5). Reads number of each gene was counted the by using the FeatureCounts (v2.0.3). Genes showing an adjusted P value < 0.05 and |log_2_ (fold change) |> log_2_ (1.5) identified by the DESeq2 R package (1.32.0) were assigned as differentially expressed genes. Tidyverse R Package (1.3.1) was used for data processing and visualization. Pathway enrichment analysis was performed online by using the Metascape (https://metascape.org/)^35^. Protein–protein interaction network was constructed based on the STRING database (11.5) and visualized using Cytoscape (3.8.2).

### Quantitative Real-Time PCR (qRT-PCR)

Reverse transcription reaction was performed with 2 mg total RNA in 40 μL volume by using Evo M-MLV RT Kit with gDNA Clean for qPCR II (Accurate Biology, Changsha, China). The reverse transcription product was diluted by ten times, and 2μL diluent was used for each qRT-PCR reaction. QRT-PCR was performed on the CFX Connect Real-Time PCR Detection System (Bio-Rad, Shanghai, China) with the 2 × qPCR SmArt Mix (SYBR Green) (DIYIBIO, Shanghai, China) according to the manufacturer’s instruction. For relative quantification, the expression of each gene was calculated by 2^-∆∆^ method, in which the expression of peptidylprolyl isomerase A (PPIA) was used as the internal control. Primers for qRT-PCR used in the current study are included in Supplementary Table S3.

### Western blot analysis

Total protein from rat lung tissues was extracted in cold RIPA buffer (150 mM NaCl, 50 mM Tris–HCl, pH 7.5, 0.1% sodium dodecyl sulfate, 0.5% NP-40 and 0.5% sodium deoxycholate) containing cocktail protease inhibitor (Thermo Fisher Scientific). Proteins were separated in homemade SDS-PAGE gel and transferred onto PVDF membrane, which was then blocked with 5% non-fat milk (P0216, Beyotime Biotechnology, Shanghai, China) in TBST (Tris-buffered saline + 0.1% Tween 20) for 2 h. Primary antibodies were incubated overnight at 4℃, and HRP-linked secondary antibody (Beyotime Biotechnology, Shanghai, China) was incubated at room temperature for 2–3 h and washed with TBST. The signal was developed with WesternBright ECL HRP substrate (Advansta, Menlo Park, CA, USA) and captured using a chemiluminescent imaging system (Tanon 5200). The following primary antibodies were used in this study: PCNA (Proteintech,10,205–2-AP, Wuhan, China), Cyclin A2 (A7632, Abclone), TOP2A (Proteintech, 24,641–1-AP), actin (Proteintech, 66,009–1-Ig).

### Immunofluorescence

Freshly isolated lung tissues were fixed with 4% paraformaldehyde and then embedded in paraffin. The lung tissue Sects. (5 μm) were prepared for hematoxylin and eosin (H&E) staining or immunofluorescence (IF) with the relevant antibodies. For IF, the lung sections were first deparaffinized in xylene and rehydrated in graded ethanol. Antigen retrieval was performed in sodium citrate (pH 6.0). After blocking with 5% BSA, the sections were incubated with primary antibodies targeting α-SMA (Cy3 conjugate) (Sigma, C6198), PCNA (Proteintech, 10,205–2-AP), Cyclin A2 (Abcam, ab181591), CD31(Abcam, ab182981) at 4 °C overnight in a humidified chamber. The next day the sections were washed with PBST and then incubated with CoraLite488-conjugated Goat Anti-Rabbit IgG (H + L) (Proteintech, SA00013-2) for 1 h in the dark. Finally, all sections are counterstained with an antifade mounting medium containing DAPI (Beyotime, P0131). For co-staining of α-SMA and Cyclin A2, and co-staining of CD31 and Cyclin A2, Tyramide signal amplification (TSA) method was used^36^. iFluor® 488 tyramide (ATT Bioquest, 11,060) was used for Cyclin A2, while Cy5 tyramide (ATT Bioquest, 11,066) was used for α-SMA and CD31. Pictures were captured by using a fluorescence microscope (Leica DM6 B).

### Statistical analyses

Statistical analyses were performed with R Studio, GraphPad Prism or Excel. Differences between treatments were calculated with Student’s t test. Data were presented as mean ± standard deviation (SD), *P < 0.05, ** P < 0.01, *** P < 0.001.

### Supplementary Information

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Information.

## Data Availability

The RNA-sequencing raw data for the current study have been deposited at Gene Expression Omnibus (GEO) with the accession number GSE GSE229361 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229361).

# Supplementary material for: Transcriptomic profiling highlights cell proliferation in the progression of experimental pulmonary hypertension in rats
**Source:** Sci Rep. 2024 Jun 18;14:14056. doi: 10.1038/s41598-024-64251-w

Supplementary Information :

Supplementary Figure S1 : Reactome pathway enrichment analysis of the genes significantly downregulated in the lung tissue of MCT rats.

Supplementary Figure S2: Immunofluorescence staining of α -SMA and Ki67 in the lung tissue of rats treated with MCT or PBS (Cont). Scale bar=100 μ m.

Supplementary Table S1: List of differentially expressed genes

Supplementary Table S2: Venn diagram analysis for the differentially expressed genes

Supplementary Table S3: Primers for qRT-PCR

Supplementary Table S4: Statistical analysis of GEO113439 dataset

Supplementary Table S5: Common genes significantly changed in MCT rats and PAH patients

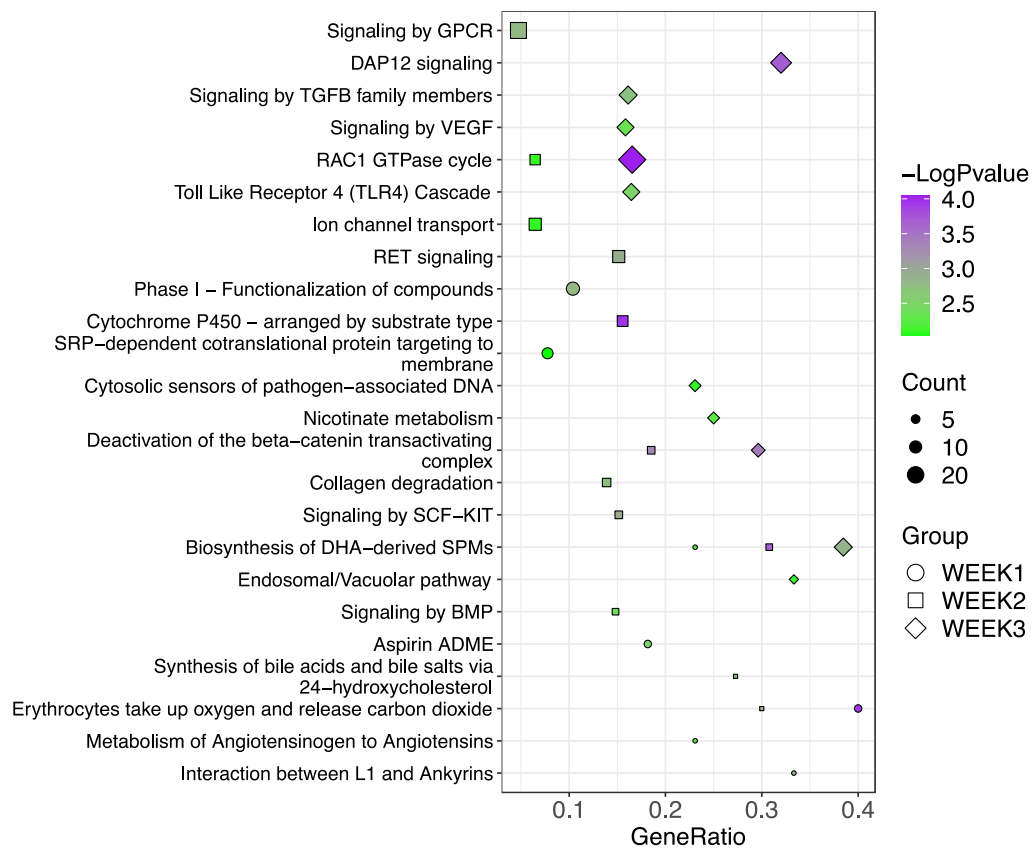

Figure S1. Reactome pathway enrichment analysis of the genes significantly downregulated in the lung tissue of MCT rats.

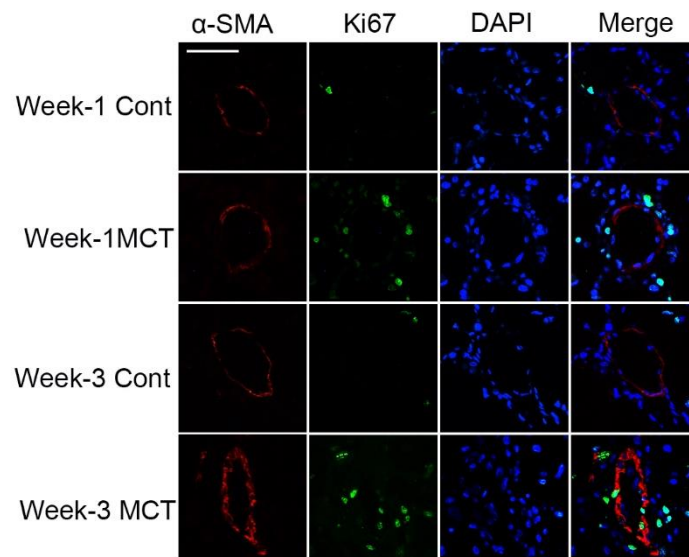

Figure S2. Immunofluorescence staining of α -SMA and Ki67 in the lung tissue of rats treated with MCT or PBS (Cont). Scale bar=100 μm .

Supplementary Table S3

**Primers for qRT-PCR**		
**Gene name**	**Forward**	**Reverse**
Cdk1	GGGAACAGAGAGGGTCCGTT	ATTTCCCGGATTGCCGTACT
Cdc20	GAATGCCCCAGAAGGCTACC	TCATTCCGGATTTCAGGGGC
Cdt1	ACGTCCCCACTTTCAAGGAC	GACGCCAGGAAAACCTTGTG
Cdc45	GTCAGTGTGTCCTGAGGAATTT	AATGTTATCTTACAAGTGAACAGCG
Mcm10	CCAACCGTGTCTTAGCCCAG	CATTCTCCTCCGAGCCACAG
Mcm3	CTTGGAATTCCTGGACGACG	TTGTTCAAGAGGCGGTTAGC
Mcm5	GCGGCTCTGTGAGGTACAGT	CGCTTCTGTAGGTGCGACTT
Cdc25c	GCAATGGAGAGGTGTCTGCT	AGAGAAGCTGTGCTGGGATG
Cep72	GAAAATATGGCGCCAGGTCAG	AAGATCGAAGCTCAGCCAGG
Cdca8	CTTTCCCGGTCTCATTCGCT	TGGTTCGAACTTGCACCTCG
Survivin	AGCCAAGAACAAAATTGCAAAGG	CCTGGAAAGCTGGGACAAGT
Ccdn	TCAAGTGTGACCCGGAAGT	GACCAGCTTCTTCCTCCACTT
Pak1	AGCGAGCGCAGAAAGTAGC	TGGAGGCAGAGGTTTGGAAC
Ccna2	TGGATGGTAGTTTTGAATCACCC	GGCCCGCATACTGTTAGTGA
Ccnb1	ACAACGGTGAATGGACACCA	GCCACGGTTCACCATGACTA
Top2a	CAGCGTGTGAGCCTGAATG	ATAACTTGGGAGCATGGGCA
E2f3	CGAGAGTGGCCATCAGTACC	TGAGGGAGATTTTGGAGTTTTTGG
Tpx2	GTCAGCTACTAGACGAGGACG	TTGATAAAGTCGGTGGGGGC
Ect2	TGTGGTCAAGCAAGAGTGGTT	CGTCTTTTGCGGTTGCTGTT
Ppia	AGGATTCATGTGCCAGGGTG	CTCAGTCTTGGCAGTGCAGA

Raw Western blot images for Figure 4C

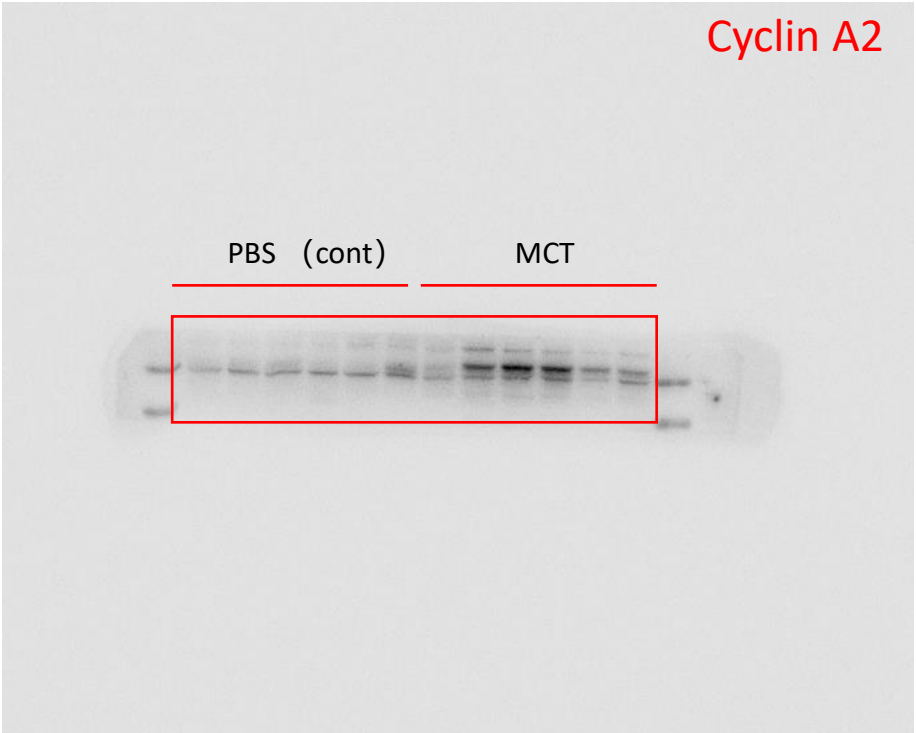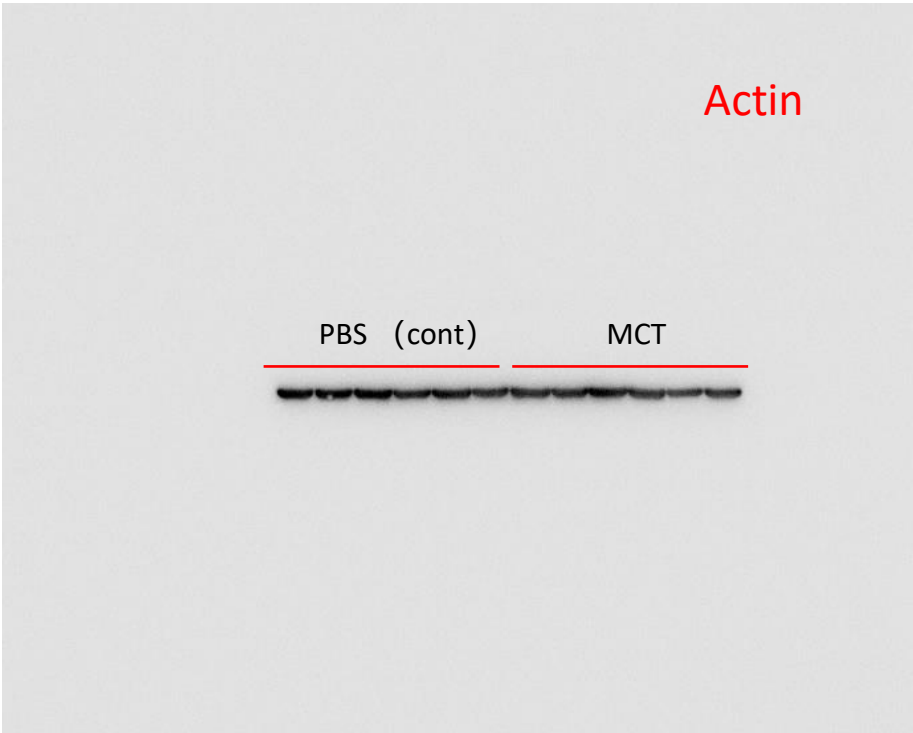

Top2A

PBS (cont)

MCT

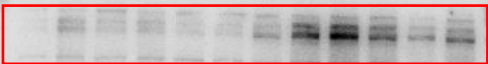

PCNA

PBS (cont)

MCT

Actin

PBS (cont)

MCT

Raw Western blot images for Figure 4D

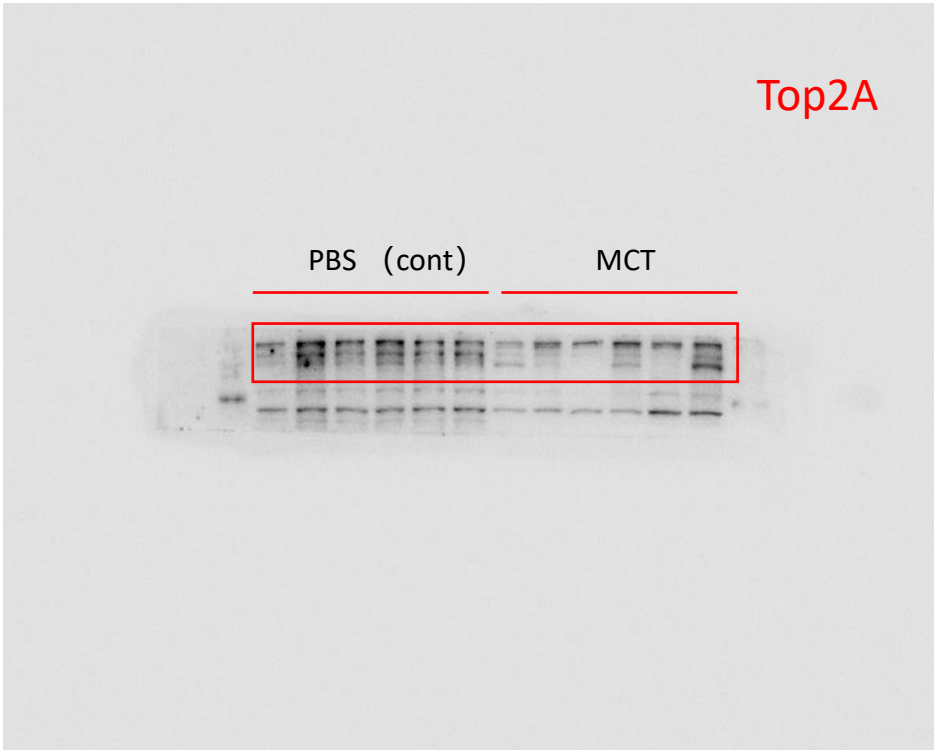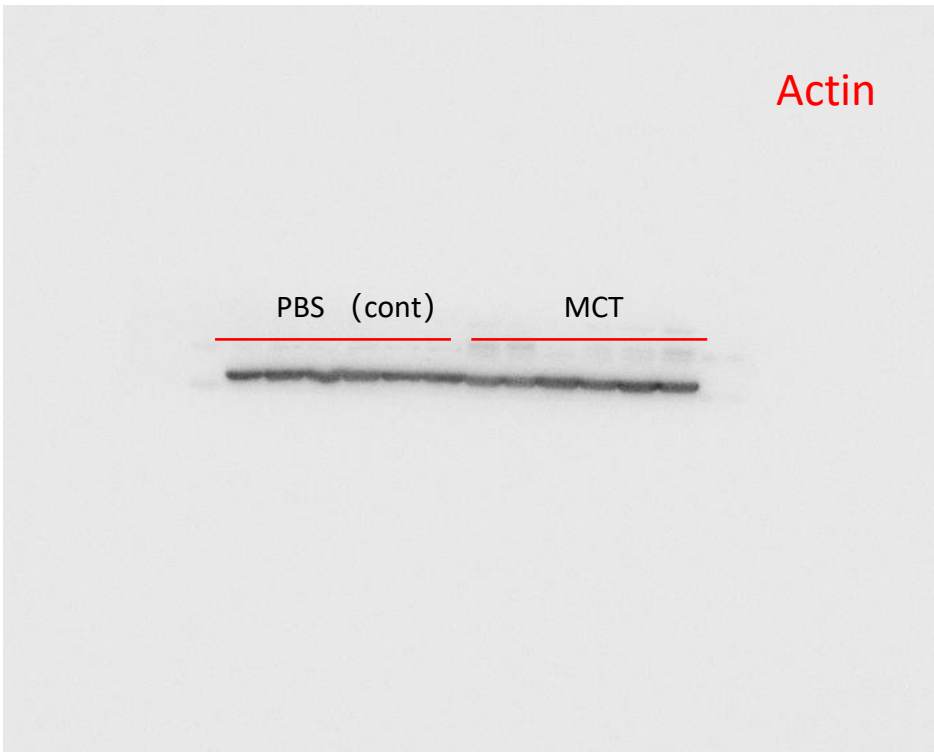

PCNA

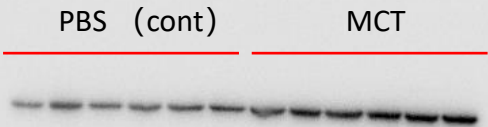

CyclinA2

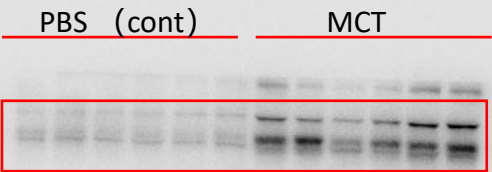

Actin

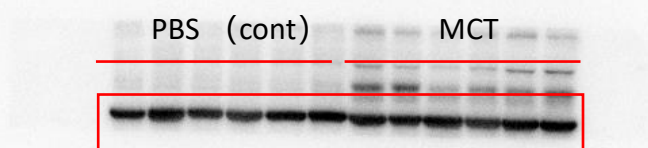

**Supplement:** Supplementary file 5 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

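RNA was measured by sequencing in the lungs of 24 male Sprague-Dawley rats, 4 given PBS and 4 given MCT (50 mg per kg) at each of 3 time points, Weeks 1, 2 and 3 (days 7, 14 and 21). Each library comes from the lung of 1 rat, and no library was pooled. The authors cleaned the reads, aligned them to the rat genome with HISAT2 2.0.5 and counted reads per gene with featureCounts 2.0.3, and the deposited values are these raw counts, whole numbers for 32883 genes with no normalization. The strand setting of the counting, its treatment of reads with several alignments and the release of the annotation are not stated in the paper's text. The authors tested differences with DESeq2 1.32.0. Right ventricular pressures, tissue sections, protein measurements, qRT-PCR and the data of patients were not analysed here.
Every library was assigned to its treatment, week and replicate from its sample label. Total counts, the number of genes with at least 10 counts, the shares of mitochondrial and haemoglobin transcripts (6 haemoglobin genes), the trend of each library's deviations with gene length, and the similarity of every pair of libraries within a group were checked. Of 36 such pairs none was identical, and the lowest chi-square per degree of freedom between them was 25.34. No source states that the replicate numbers pair MCT with PBS rats. Of 12 pairs with the same number, 2 had a correlation above 0.1, both in Week 1: 0.32 for replicate 1 and 0.20 for replicate 3. These are the numbers of the PBS libraries with the fewest counts, so a factor shared by number cannot be excluded in Week 1. In Weeks 2 and 3 the correlations lay between -0.06 and 0.06. The comparisons were made unpaired, and the replicate number serves as a block only as an alternative. The labels and the paper's text give no sequencing batch, and each week's rats were compared with PBS rats of the same week.
The comparison of each week used edgeR 4.0.16 in R 4.3.3 on its 8 libraries: genes were kept by filterByExpr, library sizes were scaled by TMM, and MCT was compared with PBS by the quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a fold change over 1.5 (0.585 on the log2 scale) were called. Differences between weeks were tested in a model of the 24 libraries with 6 group means, as the change between weeks of the difference between MCT and PBS; genes with an adjusted p under 0.05 were called. The log2 CPM used a prior count of 2, and the principal components were taken from log2 CPM with each gene centred and scaled. Tests of single values are exact two-sided permutation tests over the 70 assignments of 4 against 4, whose smallest p is 0.029. The counts of genes called were set beside the counts from other splits of the same rats, all 35 splits of each week or 100 drawn with seed 1 across weeks.
The alternatives were RLE size factors, no filter, a filter of at least 10 counts in every library, DESeq2 1.42.0, limma-voom with sample quality weights (limma 3.58.1), a robust dispersion, a fit of all 24 libraries, the replicate number as a block, an unadjusted p, no fold threshold, and leaving out each library in turn. Chosen after seeing the data were leaving out the PBS replicates 1 and 3 of Week 1 together and DESeq2 with an unadjusted p. The former leaves PBS replicates 2 and 4 as the only controls of Week 1. Their chi-square per degree of freedom was 165.18, against at most 100.19 for pairs within any other group. The methods were tested on simulated data: 100 genes of each fold were changed in counts drawn with the means, library sizes and spreads of each comparison. Each gene had 1 spread for all libraries, so libraries that are noisier than others were not imitated. DESeq2 recovered 81% of the genes changed by 2-fold and 97% of those changed by 4-fold in Week 2 and called 18 unchanged genes, and limma-voom recovered 74% and 94% and called 8. For the difference between Weeks 3 and 1, edgeR recovered 8% and 53% with 24 libraries and 29% and 73% with 22.
Depth ranged from 19804731 to 32835200 counts, with a median of 30498611 in the 22 libraries apart from PBS replicates 1 and 3 of Week 1. Genes were named from Table S1, which pairs 3275 identifiers with a symbol; 7 symbols have more than 1 identifier, and none of the identifiers matched the reference table used here. Names are known only for genes in the copy of that table read here, which is shortened. For Week 3 this copy holds 1999 rows, 497 of upregulated and 1502 of downregulated genes, while the paper counts 1623 upregulated. Genes up in Week 3 are therefore named less often than genes down. Members with a symbol made up less than 80% of the list in 36 of the 38 gene lists. The planned tests of whole lists (competitive tests with a preset or estimated correlation between genes, and Fisher's exact test) were therefore not run, and counts of called members stand in their place. The lists cover mitosis and the G2/M phase, replication licensing and S phase, p53 targets, the pathways the paper names (innate immune system, extracellular matrix, hemostasis, carbohydrates, GPCR, VEGF, DAP12, RAC1, TGFβ and BMP signaling), cell types of the lung and of tissues around it, the interferon response, xenobiotic metabolism, clock genes, immediate early genes, the qRT-PCR genes and the genes the paper names.
Genes named in the text were chosen by a rule set before the counts were read, although the values in Tables S1 and S2 had been seen: genes the paper names, per week the 8 called genes with the highest and the 8 with the lowest fold change whose groups do not overlap and whose mean CPM is at least 5 in the higher group, up to 4 called members of each list per week, and the haemoglobin genes and members of counts of 5 or fewer. The rule gave 193 genes, 180 of them with a symbol. Genes with no symbol are mostly left out of the text. Results for some items are not reported here.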

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

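The tests of the explanations in this part were chosen after the results were seen; the tests of differences between weeks and the counts of list members were planned in kind, with member counts taking the place of list tests after the data were seen.
Interferon response genes were lower in MCT than in PBS rats in Week 3: 18 of 19 named members fell (24 listed; 19 when adjusted over the list alone), at a median log2 fold change of -1.69, and leaving out any 1 library of Week 3 did not move this count past 1.5 times. Higher levels in some PBS rats of Week 3 may account for it: the list had a median log2 difference of 1.33 between the PBS rats of Weeks 3 and 2, and of -0.40 between the MCT rats of Week 3 and the PBS rats of Week 2, but not every PBS rat was raised, since the medians of single rats in Week 3 spanned -0.08 to 1.95 in PBS and -0.91 to -0.08 in MCT rats (log2, relative to all libraries). No member passed edgeR's test between these PBS groups in the fit of all libraries, and 13 of 19 did when PBS replicates 1 and 3 of Week 1 were left out. A lower number of T and NK cells stays open, since 0 of the 4 PBS rats of Week 3 hold the same rank for both lists and 4 rats are too few to decide. The age of the rats and the day of harvest were not tested and cannot be told apart from the week, since each week is a single time point.
Differences of the MCT effect between weeks passed edgeR's test for 3 genes upward and 9 downward between Weeks 2 and 3, and for 322 upward and 432 downward between Weeks 1 and 3. Leaving out 1 library moved the first pair of counts to between 0 and 92 upward and 1 and 174 downward, and the second to between 104 and 2419 and between 214 and 2336, with all 4 highest counts without PBS replicate 3 of Week 1. Between Weeks 1 and 3 the effect on Ccl2 differed by 2.10 on the log2 scale (adjusted p = 0.036, and 0.0585 at 1.49 without PBS replicates 1 and 3 of Week 1). The effect on Cpa3 differed by 4.54 (0.0026, and 0.00179 without this pair), on Ccna2 by -2.10 (0.00065, and 0.000221), on Ccnb1 by -1.68 (0.006, and 0.000315), on Cdt1 by -1.12 (0.046, and 0.022), on Mki67 by -1.79 (0.036, and 0.000659) and on Top2a by -1.62 (0.02, and 8.32e-05).
In gene lists other than those of the paper's pathways, 10 of 15 named genes of arterial endothelium and Notch signaling and 17 of 18 endothelial genes fell in Week 3. In the same week 11 of 12 genes of macrophages and monocytes rose, and 10 of 12 genes of T and NK cells, 3 of 5 of B and plasma cells, 11 of 15 of xenobiotic metabolism and 3 of 6 clock genes fell. In Week 2, 4 of 6 mast cell genes (with Cpa3, which the paper discusses) and 8 of 12 targets of p53 rose, and 5 of these targets did so without PBS replicate 3 or MCT replicate 2 of that week and 4 in the fit of all 24 libraries. Most genes with a symbol were called by the study on these samples, so the named members are not independent evidence. Genes up in Week 3 carry a symbol less often than genes down, so the counts of falls and rises are not on equal terms.
In groups of 4 rats, a single rat stood far from the other 3 in 2 of 30 groups for library measures and in 15 of 204 groups for genes the paper names, where chance gives about 1 in 20 groups. MCT replicate 2 of Week 1 had a total of 29.2 M counts, below the other 3, and MCT replicate 3 of Week 2 had 0.139% haemoglobin transcripts. In Week 1, on the log2 CPM scale, PBS replicate 3 had -1.52 for Anlnl1 (others 1.52 to 2.11), 2.23 for Ccne1 (0.73 to 0.83), 4.77 for Mcm5 (4.13 to 4.16) and 6.78 for Top2a (5.22 to 5.46). PBS replicate 1 had 0.39 for Cdc45 (2.57 to 2.97) and 4.94 for Cpa3 (2.70 to 3.02), and PBS replicate 2 had 3.22 for Cdt1 (2.88 to 2.93). MCT replicate 2 had 2.93 for Cpa3 (4.43 to 4.68) and MCT replicate 4 had 5.46 for Ect2 (5.85 to 5.93). In Week 2, MCT replicate 2 had 4.81 for Cdc20 (4.50 to 4.55), MCT replicate 3 had 2.76 for Cdc45 (3.51 to 3.58), PBS replicate 2 had 2.65 for E2f3 (2.02 to 2.10) and MCT replicate 4 had 4.84 for Pak1 (4.62 to 4.66). In Week 3, MCT replicate 2 had 2.65 for Anlnl1 (2.28 to 2.34) and MCT replicate 1 had 1.93 for Birc5 (2.83 to 3.02).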

How the results depend on the processing

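Leaving out the PBS replicates 1 and 3 of Week 1 together, DESeq2 with an unadjusted p, and the counts of list members in place of list tests were chosen after the data were seen. Counts are given as up and down, or higher and lower; the cause was not tested where a count moved.
DESeq2 called 196 and 109 genes in Week 1 and 71 and 40 in all 3 weeks. It found 32 and 15 differences between Weeks 1 and 2, 61 and 128 between Weeks 2 and 3, 1028 and 723 between Weeks 1 and 3, and 632 and 1081 between the PBS rats of Weeks 3 and 1. Limma-voom with sample quality weights called 98 and 44 genes in Week 1 and 38 and 32 in all weeks. It found 1574 and 2107 differences between Weeks 2 and 3, 929 lower between Weeks 1 and 3, and 0 and 2 between these PBS rats. The fit of all 24 libraries called 372 and 181 genes in Week 1, 262 and 138 in Week 2, 911 and 918 in Week 3, and 60 and 48 in all weeks. With the PBS replicates 1 and 3 of Week 1 left out, this fit called 794 and 589 in Week 1, 775 and 410 in Week 2, and 2190 and 1757 in Week 3. The lower counts of Weeks 2 and 3 with all 24 libraries thus depend on this pair of another week.
A minimum of 10 counts in every library gave 41 and 13 genes in Week 1 and 19 and 11 in all weeks. It gave 17 lower between Weeks 2 and 3, 660 higher between Weeks 1 and 3, 695 lower between the PBS rats, and 405 step-wise rising genes with a tested difference. No filter gave 110 and 186 between the PBS rats. The replicate number as a block gave 0 and 0 genes in Week 1 and in all weeks, 0 and 0 differences between Weeks 2 and 3, and 80 and 175 between Weeks 1 and 3.
An unadjusted p gave 429 and 314 genes in Week 1 and 129 and 81 in all weeks. With no fold threshold there were 1595 and 1309 in Week 2 and 2719 down in Week 3. DESeq2 with an unadjusted p gave 621 and 705 in Week 1, 893 down in Week 2, and 176 and 121 in all weeks. Without the PBS replicates 1 and 3 of Week 1 there were 254 and 84 genes in Week 1 and 62 and 58 in all weeks. This also gave 637 and 790 differences between Weeks 2 and 3, 1845 and 2241 between Weeks 1 and 3, 892 and 972 between the PBS rats, and 923 and 1145 step-wise genes with a tested difference.
Leaving out 1 library gave 0 to 130 and 0 to 34 genes in Week 1, 833 to 1010 and 492 to 574 in Week 2, 1478 to 2002 and 1320 to 2041 in Week 3, and 0 to 36 and 0 to 24 in all weeks. Differences ranged from 0 to 2 and 0 to 6 between Weeks 1 and 2, 0 to 92 and 1 to 174 between Weeks 2 and 3, 104 to 2419 and 214 to 2336 between Weeks 1 and 3, and 17 to 2012 and 20 to 2501 between the PBS rats. Step-wise genes ranged from 904 to 1437 and 1044 to 1646, and those with a tested difference from 85 to 1066 and 153 to 1180. The share of the first component between the groups ranged from 0.2 to 35.6% in Week 1, 98.4 to 99.8% in Week 2 and 84.9 to 92.2% in Week 3.
For named genes, the fit of all 24 libraries added 33 calls in Week 1 and ended 58 in Week 2 and 16 in Week 3, and DESeq2 added 31, 5 and 9. A robust dispersion ended 10 calls in Week 2. No called value changed sign. The planned competitive and Fisher tests of gene lists, within and across weeks, and all their alternatives were not run, because in 36 of 38 lists under 80% of the members had a name.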

Differences from the paper's values

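DESeq2 with an unadjusted p and leaving out the PBS replicates 1 and 3 of Week 1 were chosen after the values were seen. The paper's methods name an adjusted p and its results text names a P value; the counts here use an adjusted p under 0.05 and a fold change over 1.5.
For Week 1 the paper gives 380 upregulated genes, against 11 here. Of the alternatives set before the data were examined, the fit of all 24 libraries (372) and an unadjusted p (429) come within 1.5 times of the paper's count and drop 95 and 44 of the 360 genes that Table S1 lists as upregulated, and RLE size factors, both filters, DESeq2, limma-voom, a robust dispersion, the replicate block, no fold threshold and leaving out any 1 library do not. Leaving out the PBS replicates 1 and 3 together, chosen after seeing the values, gives 254 and drops 213 of the 360 genes. Also chosen after seeing the values, DESeq2 with an unadjusted p gives 621, past 1.5 times, and drops 12.
For Week 1 the paper gives 658 downregulated genes, against 3 here, and none of the alternatives set beforehand comes within 1.5 times of the paper's count. DESeq2 with an unadjusted p, chosen after seeing the values, gives 705 and drops 63 of the 588 genes that Table S1 lists as downregulated.
For genes up in all 3 weeks the paper gives 124, against 7 here. An unadjusted p (129) comes within 1.5 times and no other alternative set beforehand does. DESeq2 with an unadjusted p, chosen after seeing the values, gives 176 and drops 8 of the 32 such genes in the shortened copy of Table S1 read here. For genes down in all 3 weeks the paper gives 110, against 3 here. An unadjusted p (81) comes within 1.5 times and no other alternative set beforehand does. DESeq2 with an unadjusted p, chosen after seeing the values, gives 121 and drops 8 of 110.
In Table S1, 193 of the 360 genes up and 477 of the 588 down in Week 1 have an adjusted p over 0.05 in the table itself, so its Week 1 calls did not require an adjusted p under 0.05. The same holds for 37 of its genes up and 41 down in Week 2, and for 42 and 51 in Week 3. With edgeR in each week alone, the counts of Weeks 2 and 3 lie within 1.5 times of the paper's, although the thresholds are not alike there either. Other alternatives do not: DESeq2, the paper's tool, gives 1124 genes up in Week 2 against the paper's 724. The fit of all 24 libraries gives 262 up and 138 down in Week 2, against the paper's 724 and 520, and 911 and 918 in Week 3, against the paper's 1623 and 1502. An unadjusted p gives 1251 and 786 in Week 2, and no fold threshold 1595 and 1309 in Week 2 and 2719 down in Week 3. The counts of DESeq2 with an unadjusted p, chosen after seeing the values, are 1407 and 893 in Week 2 and 2667 up in Week 3. Each of the 74 fold changes set beside Table S1 had the same sign and differed from it by no more than its standard error here. Both come from the same counts, so a close match was to be foreseen.
The paper lists its 19 qRT-PCR genes as upregulated in all weeks; here all 19 had a fold change above 0 in every week, and 2, 19 and 9 passed in Weeks 1, 2 and 3. The paper names Thbs1, Cdk1, Foxm1, Ccl2, Nlrp3 and Kpna2 as common to the 3 weeks; here none passed in Week 1. Cdk1 passed in Week 1 with DESeq2, limma-voom, the fit of all 24 libraries, without PBS replicate 3, and without PBS replicates 1 and 3. Kpna2 did so with the same settings and with a minimum of 10 counts in every library (adjusted p = 0.0427), and in Week 3 without PBS replicate 1, MCT replicate 1 or MCT replicate 3. Foxm1 passed in Week 1 with DESeq2, limma-voom, the fit of all 24 libraries and without PBS replicates 1 and 3, and in Week 3 with DESeq2, limma-voom and without PBS replicate 1. Ccl2 passed in Week 1 only without PBS replicates 1 and 3 (adjusted p = 0.0368), Nlrp3 in Week 2 with DESeq2 and without MCT replicate 3, and no setting with an adjusted p called Thbs1, Nlrp3 or, among the hub genes below, Ccne1 in Week 1.
The paper's hub genes Iqgap3, Itgax, Ccne1, Fancd2, Tacc3 and Anlnl1 all passed in Week 2, none in Week 1, and Iqgap3, Tacc3 and Ccne1 in Week 3. In Week 1, DESeq2 and the fit of all 24 libraries called Iqgap3, Itgax, Tacc3 and Anlnl1, limma-voom called Iqgap3 and Tacc3, and a minimum of 10 counts in every library called Tacc3. Without PBS replicate 3 of Week 1, and without replicates 1 and 3, Iqgap3, Tacc3, Fancd2 and Anlnl1 passed. In Week 3, DESeq2 called Fancd2 and Itgax, limma-voom Anlnl1, and Fancd2, Itgax and Anlnl1 passed without PBS replicates 1, 4 and 3 respectively.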

Other observations

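The tests of explanations in this part were chosen after the results were seen; the counts of other splits of the rats were planned and their bounds written after.
Endothelial genes fell in the lungs of MCT rats and macrophage genes rose. Of 18 named endothelial genes (30 listed), 13 fell in Week 2 and 17 in Week 3 (13 and 17 when adjusted over the list alone), with Fibin the exception that rose in both. Tek, the receptor of angiopoietins, fell from 746.6 ± 63.5 to 65.8 ± 9.29 CPM in Week 3 (SD, n = 4 rats per group, log2 fold change -3.50, adjusted p = 5.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 15 named arterial and Notch genes (24 listed), 9 fell in Week 2 and 10 in Week 3 (9 and 11 when adjusted over the list alone), among them Efnb2 by 1.88 and 2.56 on the log2 scale. Of 12 macrophage genes (24 listed), 9 rose in Week 2 and 11 in Week 3 (11 and 11 when adjusted over the list alone); C1qc rose by 1.65 and 2.39. The call of C1qc in Week 2 was lost in the fit of all 24 libraries.
Of 12 genes of T and NK cells (22 listed), 5 fell in Week 2 and 10 in Week 3 (6 and 11 when adjusted over the list alone), and Cd4 rose in Week 3. The medians of these genes in Weeks 2 and 3 were 0.10 and 1.24 in the PBS rats and -0.54 and -0.65 in the MCT rats (log2, relative to all libraries), so the wider difference of Week 3 lay mostly in higher PBS rats. Gzma fell by 3.71 and Prf1 by 2.56 on the log2 scale in Week 3. Of 15 genes of xenobiotic metabolism (32 listed), 8 fell in Week 2 and 11 in Week 3 (9 and 13 when adjusted over the list alone), with Fmo1 falling by 1.58 and 3.02; in the fit of all 24 libraries 1 gene of T and NK cells and 4 of xenobiotic metabolism fell in Week 2. Of 5 genes of B and plasma cells (15 listed), Bank1 fell by 3.35 in Week 3. Of 6 clock genes (18 listed), Cry1 fell by 1.17 and Clock by 0.75 in Week 3. The list members were named from Table S1, whose genes were mostly called by the study on these samples. Genes up in Week 3 carry a symbol less often than genes down.
Haemoglobin transcripts made up 0.830 ± 0.285% of counts in the PBS rats of Week 1 and 0.174 ± 0.111% in the MCT rats, 0.195 ± 0.081% and 0.078 ± 0.041% in Week 2, and 0.050 ± 0.046% and 0.040 ± 0.023% in Week 3 (6 genes, SD, n = 4). Of 9 red blood cell genes (16 listed), none passed edgeR's test in Week 1, 8 fell at an unadjusted p under 0.05, DESeq2 called 6, the fit of all 24 libraries 3, and 2 fell without PBS replicate 3 of that week. In Week 2, 3 fell (Hba-a1, Hba-a2 and Hbb) and 1 rose, against 5 and 1 when adjusted over the list alone. In that week 1 fell without PBS replicate 2 or 3 or MCT replicate 1, 2 or 4, 5 without MCT replicate 3, and none with a robust dispersion or in the fit of all 24 libraries. In Week 3 none passed edgeR's test, and 1 fell at an unadjusted p, with DESeq2, with either other filter, and without PBS replicate 1 or 4 or MCT replicate 1. Between the PBS rats of Weeks 1 and 3, 8 of the 9 were lower in Week 3, at a median log2 difference of -4.08.
The other lists held few named members. In Week 3, 2 of 4 genes of alveolar type 1 cells and 0 of 4 of type 2 cells passed edgeR's test, and 2 of 6 airway genes fell (1 without MCT replicate 3 or 4). All 3 smooth muscle genes rose, with Des at 1.38 and Cnn1 at 1.11 on the log2 scale, 2 of 7 fibroblast genes rose (1 without PBS replicate 1 or MCT replicate 1), and 3 of 4 pericyte genes fell. In the same week 1 of 6 neutrophil genes and 1 of 4 platelet genes rose (Pf4, by 2.11), and of 3 adipocyte genes and of 3 genes of liver-secreted proteins 1 rose and 1 fell. Without MCT replicate 1 or 2 no adipocyte gene fell, and without MCT replicate 4 2 liver-secreted genes fell. The single mesothelial gene fell, and 0 fell without PBS replicate 1 or 3 or any 1 MCT rat. In edgeR's test with all rats, the single cardiac and skeletal muscle genes and the 3 immediate early genes passed in no week; at an unadjusted p 1 skeletal gene was up in Week 3, 1 cardiac gene in Week 2 (also called without MCT replicate 4) and 1 immediate early gene in Week 1, and 1 immediate early gene was down in Week 2. DESeq2 called 1 immediate early gene up in Week 1 and 1 down in Week 2.
PBS replicates 1 and 3 of Week 1 stand apart from the other 22 libraries. Lower depth alone is argued against: after thinning all libraries to the smallest total, the higher of the pair held 14706 genes with at least 10 counts and the lowest other library 15091. A trend with gene length alone is argued against too: after its removal the lower of the pair had an SD of deviations of 1.53, and the highest other library 1.05. In the fifth of genes with the highest counts the pair had an SD of at least 0.85, against at most 0.62 in the others. Few starting molecules predict no difference there. A very small number of molecules could still widen the SD, so this explanation cannot be excluded. The 0.62 belongs to PBS replicates 2 and 4 of Week 1, each set against the other alone. Outside the PBS rats of Week 1 the highest value was 0.34. Replicates 2 and 4 also differed from each other by a chi-square per degree of freedom of 165.18, against at most 100.19 within any other group. The PBS rats of Week 1 thus varied widely beyond the pair. Genes with at least 100 counts in every other library of the week but under 10 in the library itself numbered 40 and 690 in replicates 1 and 3. In the other 22 libraries they numbered 0 to 1. Mitochondrial transcripts made up 2.94% and 0.94% of counts in replicates 1 and 3, and 2.87 to 5.41% in the others. No biological explanation was tested for single rats.
The MCT effect on mitotic genes was smaller in Week 3 than in Week 1. PBS replicates 1 and 3 of Week 1 are argued against as the source: with the pair left out, the median difference of the effects was -1.72 (quartiles -2.04 and -1.06). Higher levels in the PBS rats of Week 3 than of Week 1 are argued against: these differed by a median of -0.17, against -1.21 for the effects. The Week 1 side of this comparison includes the PBS replicates 1 and 3. From Week 2 to Week 3, part of the narrowing lay in the PBS rats. Their mean list level went from -0.85 to -0.59, and that of the MCT rats from 0.48 to 0.02 (log2, relative to all libraries). Without PBS replicate 1 of Week 3 the median was -1.13, so this rat is argued against as well. A biological decline in the MCT rats, in whom 42 of 48 genes passed the test as lower at a median of -1.53, may explain it, as a hypothesis found and tested on the same data.
In each week only 1 of 35 splits, the real one, gave as many DEGs as the real 14 in Week 1, 1519 in Week 2 and 3566 in Week 3. This is the smallest share that 35 splits allow, so chance is argued against only to that degree. The highest other splits gave 0, 3 and 1. Those splits mix MCT and PBS rats, so a true effect widens their spread, and their low counts do not measure how many genes chance calls. The 10 DEGs shared by all weeks (1 of 100 splits gave as many; highest other 0) and the 514 step-wise DEGs with a tested difference (1 of 100; highest other 242) are counted among genes called within weeks, of which other splits give too few to reach these numbers, so these comparisons say nothing further about chance. For the 754 differences between Weeks 1 and 3, 3 of 100 splits gave as many (highest other 1941), and for the 12 between Weeks 2 and 3, 2 of 100 (highest other 33). Both lie under the 5% bound, but these splits mix rats of different weeks. A true difference between weeks widens their spread too, so their low counts do not measure how many genes chance calls. A split that calls more than the real one points to a structure of the samples. Between Weeks 1 and 2 edgeR found 0 differences, which any of the 100 splits reaches (highest other 338), so this comparison says nothing about chance; an unadjusted p gave 506 and 394 genes and DESeq2 32 and 15. For the 525 genes that differ between the PBS rats of Weeks 3 and 1, 5 of 35 splits gave as many, so chance cannot be excluded. The 4 splits above it gave 984 to 3029 genes, and all 4 set PBS replicate 3 of Week 1 apart from the other 3 PBS rats of that week.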
